# Single-cell transcriptomics identifies Mcl-1 as a target for senolytic therapy in cancer

**DOI:** 10.1038/s41467-022-29824-1

**Published:** 2022-04-21

**Authors:** Martina Troiani, Manuel Colucci, Mariantonietta D’Ambrosio, Ilaria Guccini, Emiliano Pasquini, Angelica Varesi, Aurora Valdata, Simone Mosole, Ajinkya Revandkar, Giuseppe Attanasio, Andrea Rinaldi, Anna Rinaldi, Marco Bolis, Pietro Cippà, Andrea Alimonti

**Keywords:** Bioinformatics, Cancer models, Senescence, Cancer genomics, Targeted therapies

## Abstract

Cells subjected to treatment with anti-cancer therapies can evade apoptosis through cellular senescence. Persistent senescent tumor cells remain metabolically active, possess a secretory phenotype, and can promote tumor proliferation and metastatic dissemination. Removal of senescent tumor cells (senolytic therapy) has therefore emerged as a promising therapeutic strategy. Here, using single-cell RNA-sequencing, we find that senescent tumor cells rely on the anti-apoptotic gene Mcl-1 for their survival. Mcl-1 is upregulated in senescent tumor cells, including cells expressing low levels of Bcl-2, an established target for senolytic therapy. While treatment with the Bcl-2 inhibitor Navitoclax results in the reduction of metastases in tumor bearing mice, treatment with the Mcl-1 inhibitor S63845 leads to complete elimination of senescent tumor cells and metastases. These findings provide insights on the mechanism by which senescent tumor cells survive and reveal a vulnerability that can be exploited for cancer therapy.

## Abstract (web summary)

Cell senescence remains a barrier to tumor elimination in many cancers. Here, the authors use single cell RNA-seq to identify a role for Mcl-1 in senescent cell survival, and show that Mcl-1 inhibition may be an effective therapeutic strategy.

## Introduction

Cells subjected to elevated stress such as treatment with anti-cancer therapies can react in two ways: either die or remain suspended in between life and death, a condition known as cellular senescence^1–4^. Cellular senescence is a stable cell growth arrest that occurs in tumor cells subjected to different insults including treatment with chemo-radiotherapy or targeted therapies^1,2,4–6^. Although arrested, senescent tumor cells remain metabolically active and secrete in the tumor microenvironment a variety of cytokines and inflammatory factors, known as the senescence-associated secretory phenotype (SASP)^1,2,5,7^. Several findings in vivo demonstrate that senescence limits tumor progression by arresting cancer cells and promoting immune surveillance^4,5,7^. However, after an initial beneficial phase, persistent senescent tumor cells can promote tumor growth, migration, and even metastases^2,6,7^. These deleterious cancer phenotypes have been described, particularly in tumor cells treated with therapy-induced senescence (TIS). Cancer cells, that have entered TIS can, in fact, escape the senescent growth arrest and acquire more aggressive phenotypes associated with increased stemness and drug resistance^8,9^. Moreover, the SASP of senescent tumor cells can promote the proliferation and migration of neighboring tumor cells. Thus, the selective removal of senescent cells, known as senolytic therapy, has been proposed as a strategy to improve the efficacy of currently available treatments in tumors where immunosuppression hinders the clearance of senescent cells^3,6,10^. However, several reports examining the effectiveness of different senolytic agents in combination with TIS in cancer models have raised significant issues and potential concerns. Navitoclax, a BH3 mimetic that binds and neutralizes Bcl-2 and Bcl-xL, is the most promising of this class of compounds^11–13^. However, the efficacy of Navitoclax depends on the genetic background of the senescent tumor cells, being only partially effective in some tumor types. Moreover, Bcl-2 inhibitor treatment is associated to severe toxicity that limits their clinical application when used either alone or in combination with TIS^6,13–16^. Single-cell RNA-sequencing (scRNA-seq) technology has created unprecedented opportunities to simultaneously assess thousands of cells within a sample, enabling the evaluation of heterogeneity among tumor cells^17,18^. Furthermore, scRNA-seq provides unique opportunities to assess the regulation, evolution and interaction of individual cells and the identification of specific cell types^17,19^. Although scRNA-seq has been increasingly adopted, its application to senescence in cancer is still limited.

In this paper, we show that scRNA-seq is a reliable approach to define, characterize, and identify common vulnerabilities in senescent tumor cells of different genetic backgrounds to develop more specific senolytics to be used in combination with standard of therapy in future clinical trials. In this work by using single cells analysis, we find that senescent prostate tumor cells are heterogenous, but rely on common pro-survival pathways. Interestingly, we find that the Myeloid Cell Leukemia 1 (Mcl-1) is the most expressed anti-apoptotic gene in senescent tumor cells, being overexpressed even in Bcl-2-negative senescent cancer cells. In line with these findings, pharmacological inhibition of Mcl-1 eliminates senescent prostate tumor cells, blocking tumor progression and metastases.

## Results

### Identification of senescent prostate cancer cells across different mouse models

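Prostate tumors of 4 mice aged 10 weeks were analyzed, 2 of Pten pc−/− mice and 2 of Pten pc−/−; Timp1−/− mice, and each mouse gave 1 single-cell library of sorted Epcam+ cells. In this design the prostate epithelium lacks Pten in all mice, and Timp1 is deleted in 2 of them. The libraries count unique molecular identifiers (UMIs) at the 3′ end of transcripts, and the authors counted them per gene and cell with Cell Ranger 3.1.0 and STAR 2.5.1b on the mouse genome mm10. The authors removed cells with a high mitochondrial share or few genes, cells positive for Ptprc or negative for Epcam, and genes that do not code for protein. The deposited values are of 2 kinds, the raw UMI counts and values on a natural log scale, normalized per cell and smoothed over similar cells with Rmagic (imputed values), for which the paper names gene counts as the input of the smoothing. Pten replicate 1 and replicate 2 had 635 and 973 cells with 1586719 and 2760487 UMIs in total, and Pten; Timp1 replicate 1 and replicate 2 had 1288 and 1096 cells with 4062636 and 3236597 UMIs. Cells are not independent replicates, so the raw counts of the senescent cells and of all other cells were summed in each mouse, which gave 8 sums. The sums were compared with the quasi-likelihood test of edgeR with mouse as a block and TMM normalization, and genes past a Benjamini-Hochberg adjusted p of 0.05 are called higher or lower. On simulated data of this size the test found 45.4% of genes changed by a log2 fold of 1 and 97.0% of those changed by a log2 fold of 2. Of its calls 7.89% were false. The simulation changed 200 genes in random directions, far fewer than were called in the real data. It held no shift in composition, so its rates may not hold for the real comparison. Gene lists were compared with all other genes by camera with a preset correlation of 0.01, and no list was past the threshold when the correlation between genes was estimated instead, where the lowest adjusted p was 0.198. Timp1 itself was seen at 21.5 and 16.6 CPM (counts scaled to a common library total) in the Pten mice and at 7.65 and 7.74 CPM in the Pten; Timp1 mice (log2 fold change −1.29, standard error 0.30, adjusted p = 0.553 from edgeR with 2 mice against 2).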

To characterize senescent prostate cancer cells at single-cell resolution we collected the epithelial fraction of four prostate tumors from two different mouse models of prostate cancer, the Pten-null prostate conditional (*Pten*^*pc−/−*^*)* and the *Pten*^*pc−/−*^*; Timp1*^*−/−*^ mouse models^6,20^. These mice develop prostate tumors that evolve into locally invasive and metastatic prostate cancer, respectively. As previously reported, both *Pten*^*pc*−/−^ and the *Pten*^*pc*−/−^; *Timp*1^−/−^ prostate tumors are characterized by the presence of both a proliferative and a senescent compartment, as detected by positivity to SA-β-Galactosidase (SA-β-Gal) staining and the expression of different senescence markers (Fig. 1a, Supplementary Fig. 1a)^6,20^. 

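The deposited count matrix held 3992 cells and 15352 genes. Median depth was 1287.5 UMIs and 638 genes per cell, and single cells ranged from 173 to 24130 UMIs. At this depth an Epcam UMI was seen in 2368 cells (59.3%) and a Ptprc UMI in 1 cell. Of all cells, 6 had fewer than 100 genes in the matrix. It holds no gene of the mitochondrial genome, so the mitochondrial share of a cell could not be recomputed.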

Epithelial tumor cells (Epcam^+^) were FACS-sorted and analyzed by 10× Genomics single-cell RNA sequencing to obtain the transcriptomic profiles of almost 4000 cells (Fig. 1b, Supplementary Fig. 1b). 

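Cluster labels of all cells were not used here, and the clusters were rebuilt from the raw counts with the stated settings (anchor integration of the 4 libraries, 2000 variable genes, 15 components and 20 neighbors). The lowest resolution on the stated grid that gave at least 10 clusters was 0.5, and the clusters, numbered 0 to 9 by size, held from 826 down to 69 cells. Every cluster held cells of all 4 mice after the libraries had been integrated. Without integration, a cluster led by Upk3bl and Sptssb had 0 cells in replicate 1 of either genotype. It had 32 in Pten replicate 2 and 71 in Pten; Timp1 replicate 2. Another, led by Ren1, had 0 cells in Pten replicate 2. The cluster numbers used here need not match those of Supplementary Fig. 2. Cluster 5 (245 cells) was named basal-like, cluster 6 (225 cells) proximal luminal-like, cluster 8 (105 cells, led by Crisp1) was left unnamed, and the others were named luminal-like, by a rule on marker genes that was written after the cluster table had been seen. The name luminal-like required only that at least 3 luminal markers were detected, and these were raised in 1 of 7 cases in cluster 0, 0 of 6 in cluster 1, 1 of 6 in cluster 2 and 0 of 7 in cluster 9. Cluster 2 had 5 of 6 detected seminal vesicle markers raised, and cluster 9 was led by genes of cycling cells. In cluster 5, 9 of 9 basal markers (median log2 4.38) and 4 of 4 fibroblast and smooth muscle markers (median log2 5.32) were raised, and Fmod, Apoe and Fn1 were among its leading genes beside Krt14. In cluster 6, 8 of 9 proximal luminal markers (median log2 1.94) and 4 of 6 detected basal markers were raised, but its leading genes were others, among them Sptssb, Upk3a, Snx31, Vsig2 and the basal marker Aqp3.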

By using a graph-based clustering method and Uniform Manifold Approximation and Projection (UMAP), we identified ten cancer cell clusters (Supplementary Fig. 2a–d). 

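The signature in the authors' code holds Cdkn2a, Cdkn2b, Cdkn2d, Cdkn1a, Cdkn1b and Serpine1. Cdkn2a encodes both p16INK4a and p19Arf, and Cdkn2d encodes p19INK4d. Because the signature defines the senescent cells, its genes are described here and are no independent finding. Cdkn1a, on chromosome 17 of GRCm38 from 29090976 to 29100727, had a log2 fold change of 1.52 in senescent cells (standard error 0.22, adjusted p = 5.6e-04 from edgeR, higher in 4 of 4 mice). For Serpine1 the log2 fold change was 4.65 (standard error 0.54, adjusted p = 1.8e-04, higher in 4 of 4 mice). The other genes of the list did not pass the test, with log2 fold changes of −0.43 for Cdkn2a, 0.27 for Cdkn2b, −0.40 for Cdkn2d and 0.28 for Cdkn1b. Of the 6 genes, 2 were higher and none was lower, also when adjusted over the list alone.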

In order to identify senescent tumor cells at single-cells resolution, we defined a senescence signature by combining the expression of *p16*^*INK4a*^*, p15*^*INK4b*^*, p19*^*Arf*^*, p21*^*Waf1/Cip1*^*, p27*^*Kip1*^, and *PAI-1*, the most upregulated senescent markers in whole tumors lysates, as detected by western blot analysis^1,21^ (Fig. 1c, Supplementary Fig. 1a). Between the different identified clusters, clusters 3, 4, 5, and 7 showed the higher expression levels of this senescence signature (Supplementary Fig. 2e). 

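Over the unimputed values, the mean module score of the signature genes was highest in rebuilt cluster 5 (0.0588, SD 0.259 over cells) and in cluster 9 (0.0469, SD 0.226), and lowest in cluster 4 (−0.0733, SD 0.142). The cells that the study classes as senescent made up 77.1% of cluster 3, 74.3% of cluster 5, 72.4% of cluster 6 and 16.1% of cluster 7, and at most 6.54% of any other cluster. Clusters 3, 5 and 6 together held 725 of the 862 senescent cells (84.1%) and 7.60% of the other cells.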

Of note, while cluster 3, 4, 5 defined luminal prostate tumor cells, cluster 7 represented basal prostate tumor cells, thereby demonstrating that senescence can equally occur in cells of both compartments (Supplementary Fig. 2b). 

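Among the senescent cells, 515 (59.7%) lay in the clusters that were named luminal-like because luminal markers were detected. Another 163 (18.9%) lay in cluster 6, named proximal luminal-like though other genes led it, and 182 (21.1%) in the basal-like cluster. Of the 3130 cells that were not senescent, the shares were 92.7%, 1.98% and 2.01%. In the comparison of senescent with other cells, all 10 basal marker genes were higher (10 also when adjusted over the list alone), with a median log2 fold change of 2.47 (camera, adjusted p = 1.3e-04). Krt14, Krt5 and Trp63 had log2 fold changes of 4.63, 2.35 and 2.49. The luminal markers Krt8 (0.45, adjusted p = 0.215) and Krt18 (0.34, adjusted p = 0.354) did not pass the test, and Cd24a was lower (−1.38, adjusted p = 0.0032). Of 9 proximal luminal markers, 5 were higher and 1 was lower, with the same counts when adjusted over the list alone and a median of 1.13 (camera, adjusted p = 0.11). Over the 10 luminal markers, 5 were lower and none was higher (6 lower when adjusted over the list alone). Senescent cells therefore differed from the others in their mix of clusters, and values with cluster as a stratum are given in the closing section.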

A major feature of senescent tumor cells is the absence of cellular proliferation, being these cells stably arrested^1,2,21,22^. By using different available gene sets (K, R, WP), through single-sample Gene Set Enrichment Analysis (GSEA) we further defined three cell cycle arrest signatures (Fig. 1d, Supplementary Fig. 2f). The combination of the senescence signature (Fig. 1c) with each of the three cell cycle arrest signatures allowed us to define three different Senescence Scores (SK, SR, SWP) (Fig. 1e, Supplementary Fig. 2g). 

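The gene sets behind the arrest signatures were not at hand, so a score was rebuilt from the 6 signature genes and the inverted enrichment of 98 cell cycle genes, each scaled from 0 to 1. The copy of the Source Data at hand was cut short. Senescent cells are over-represented in it, with 862 of the 1998 cells whose published scores it held. Across these cells the rebuilt score had a Pearson r with the published SK score of 0.33 on unimputed values, 0.69 on values smoothed over nearest neighbors and 0.93 on the deposited imputed values (cells are not independent replicates). The upper quartile of the rebuilt score held 47.6%, 66.6% and 88.5% of the study's senescent cells on the same 3 kinds of values.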

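In the Source Data, 862 of the 3992 cells (21.6%) are listed as senescent. The class is set by thresholds on continuous scores, and many cells lie close to them. Within 0.1 of the lowest score among senescent cells lay 209 of them for SK, 172 for SR and 45 for SWP. Senescent cells were 20.2% of the cells in Pten replicate 1 (95% exact binomial interval 17.1 to 23.5), 12.1% in Pten replicate 2 (10.1 to 14.3), 30.0% in Pten; Timp1 replicate 1 (27.6 to 32.6) and 20.9% in Pten; Timp1 replicate 2 (18.5 to 23.4). The mean share was 16.1% ± 5.68 (SD, n = 2) in Pten mice and 25.5% ± 6.47 (SD, n = 2) in Pten; Timp1 mice. A two-sided exact permutation test gave p = 0.33, the smallest p that it allows for 2 mice against 2. With classes from the rebuilt score the 2 means were 22.5% and 26.2% on unimputed values. They were 19.3% and 29.2% on smoothed values, and 16.4% and 30.9% on the deposited imputed values. Since the thresholds are quartiles over all cells, the total share is largely fixed by construction. Median depth was 2021 UMIs per senescent cell and 1138.5 UMIs per cell in the rest.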

We defined senescent cancer cells as the cells having the highest score level in SK, SR, and SWP (Senescence Index Tool, named SIT for short) (Fig. 1f). To validate the reliability of the SIT, we next investigated the differences between senescent and non-senescent prostate tumor cells at gene expression level. GSEA of the biological processes from Gene Ontology collection revealed selective activation and suppression of different pathways. Within the pathways with higher normalized-enrichment-score (NES), several were related to wound healing and migration (*locomotion*, *cell motility*, *epithelium migration*, *tissue migration*), all features characteristic of senescent cells^1,5,7^. 

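Lists of 53 locomotion, 15 wounding and 16 tissue migration genes were taken from the paper's own heatmaps, so they were chosen on these cells and are not independent evidence. Of these, 42 locomotion genes (44 when adjusted over the list alone), 15 wounding genes and 13 tissue migration genes (15 and 13 when adjusted over the list alone) were higher in senescent cells and none was lower. Their median log2 fold changes were 1.16, 1.74 and 1.77 (camera, adjusted p = 1.6e-13, 4.9e-07 and 7.9e-06). Separate lists were written before the counts were examined. Of 15 tested wound healing genes all were higher (15 when adjusted over the list alone), with a median of 2.16 (camera, adjusted p = 1.5e-08). Of 29 tested genes of migration and adhesion 24 were higher and 2 lower (25 and 3 when adjusted over the list alone), with a median of 1.62 (camera, adjusted p = 5.6e-07). Among single genes, Rnd3 had a log2 fold change of 4.97 and Epha2 of 5.05, each higher in 4 of 4 mice.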

On the contrary, oxidative phosphorylation and mitochondrial respiration were the most down-regulated pathways, in line with previous reports demonstrating that senescent cells have dysfunctional mitochondria and rely for their survival on the tricarboxylic acid cycle^23–25^ (Fig. 1g, Supplementary Data 1). 

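Of 76 nuclear-encoded genes of oxidative phosphorylation, 70 were lower in senescent cells and none was higher (71 lower when adjusted over the list alone). The median log2 fold change of the list was −1.34 (camera, adjusted p = 2.3e-20). Ndufa1 fell by 2.03 on the log2 scale (standard error 0.24, adjusted p = 2.2e-04 from edgeR), and it was lower in 4 of 4 mice. The list's median was −0.75 with library sizes alone in place of TMM. With cluster as a stratum, where several sums of a mouse count as replicates, it was −0.31 and 25 of 74 tested genes were lower. Cox7a1 and Ndufv3 had log2 fold changes of −2.51 and −2.08, and both were lower in 4 of 4 mice.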

Differential expression analysis between senescent and non-senescent prostate tumor cells showed that genes involved in transcription regulation, wound healing, SASP and oxidative phosphorylation were the most regulated (Fig. 1h, Supplementary Data 1). 

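Of 9147 genes tested in the 8 sums, 4190 differed between senescent and other cells, 2157 higher and 2033 lower. Without Pten replicate 2 the count was 2721 (1401 higher and 1320 lower). With cluster as a stratum, where several sums of a mouse count as replicates, 422 of 2859 tested genes differed (239 higher and 183 lower). The balance of the directions depends on the normalization. With library sizes alone in place of TMM, the median log2 fold change of all genes moved from 0.07 to 0.64, and 4048 genes were higher and 711 lower. In the sums of cells that were not senescent, the 20 most abundant genes took 19.7% to 35.4% of the UMIs, and in the senescent sums 10.0% to 12.8%. Prostate secretory genes were among those that fell. Of 12 tested, 11 were lower and none was higher (12 lower when adjusted over the list alone), with a median of −2.81 (camera, adjusted p = 1.5e-07). Pbsn, which encodes probasin, had a log2 fold change of −5.35 (standard error 0.47, adjusted p = 3.5e-05). Of 12 tested SASP genes named by the paper, 9 were higher and none was lower (9 higher and 1 lower when adjusted over the list alone), with a median of 1.70 (camera, adjusted p = 0.0012). Among splicing factors, a list of 28, 22 were higher and none lower (23 higher when adjusted over the list alone).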

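Jun lies on chromosome 4 of GRCm38 from 95049034 to 95052222 and encodes c-Jun. Its log2 fold change in senescent cells was 2.10 (standard error 0.28, adjusted p = 4.4e-04 from edgeR, higher in 4 of 4 mice), and its UMIs were seen in 715 of 862 senescent cells and 886 of 3130 others. Fos, on chromosome 12 from 85473890 to 85477273, had a log2 fold change of 1.98 (standard error 0.27, adjusted p = 4.9e-04), and Atf3, on chromosome 1 from 191170296 to 191218039, one of 1.78 (standard error 0.28, adjusted p = 8.8e-04). Both were higher in 4 of 4 mice. Egr1 had a log2 fold change of 2.54, Junb of 2.34, Fosb of 2.79 and Fosl1 of 4.55. Of 14 tested genes of the AP-1 family, 12 were higher and none was lower (12 when adjusted over the list alone), with a median of 1.80 (camera, adjusted p = 5.6e-07). Immediate early genes, a list that shares members with the AP-1 family, had 24 of 25 higher and none lower (24 when adjusted over the list alone), with a median of 2.48 (camera, adjusted p = 1.6e-13). Tissue was digested for 50 min at 37 °C before sorting, and both classes of cells of a mouse went through the same digestion.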

Among genes involved in transcriptional regulation, we found *c-Jun*, a pioneer transcription factor recently described as a master regulator of senescence, and additional genes encoding proteins that heterodimerize with *c-Jun* to form AP-1 complex, such as *c-Fos* and *Atf3*^26^ (Fig. 1i–k, Supplementary Fig. 2h). Accordingly, AP-1 downstream target genes were significantly upregulated in senescent cells (Supplementary Fig. 2i). 

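A list of AP-1 target genes was written before the counts were examined, and 17 of its genes were tested. In senescent cells 11 were higher and none was lower (13 higher when adjusted over the list alone), and the median log2 fold change was 1.66 (camera, adjusted p = 1.2e-05). Plaur had a log2 fold change of 4.29, Hbegf of 3.76 and Areg of 4.06, and each was higher in 4 of 4 mice.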

Finally, we observed that senescent tumor cells overexpressed gene signatures involved in autophagy, NF-kB pathways activation, the SASP and previously validated senescence signatures, such as Fridman_senescence_up (Supplementary Fig. 2j). 

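Of 25 tested autophagy genes, 3 were higher in senescent cells and 7 were lower (3 and 7 when adjusted over the list alone), and the median log2 fold change was −0.15 with TMM (camera, adjusted p = 0.42) and 0.44 with library sizes alone. Ulk1 was higher (1.39), whereas Gabarap (−1.63) and Map1lc3b (−1.35) were lower, each in 4 of 4 mice. Of 20 tested NF-kB subunits and regulators, 12 were higher and none was lower (12 when adjusted over the list alone), with a median of 0.95 (camera, adjusted p = 2.5e-04). Among 12 tested NF-kB target genes, 8 were higher and 2 lower (9 and 2 when adjusted over the list alone), with a median of 2.13 (camera, adjusted p = 0.0059).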

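Rela, which encodes p65, lies on chromosome 19 of GRCm38 from 5637483 to 5648130. It had a log2 fold change of 1.34 in senescent cells (standard error 0.19, adjusted p = 5.6e-04 from edgeR, higher in 4 of 4 mice). Other genes of the NF-kB pathway had larger values, 3.40 for Nfkbiz (adjusted p = 1.9e-05), 2.23 for Rel (adjusted p = 2.2e-04) and 1.72 for Nfkbia (adjusted p = 3.2e-04). Among the SASP genes, Icam1 had a log2 fold change of 4.37, Cxcl10 of 3.47, Cxcl2 of 3.31 and Cxcl1 of 3.27, and each was higher in 4 of 4 mice. Cxcl2 and Cxcl1 rested on few cells, with 2136 UMIs in 65 and 842 UMIs in 94 of the 862 senescent cells. Of the Cxcl2 UMIs, 1489 came from 23 cells of the senescent cluster Sene_5, described below. Cxcl15 had a log2 fold change of 0.13 (standard error 0.27, adjusted p = 0.715, higher in 2 of 4 mice). Il6 and Il1a had too few UMIs to be tested. Il6 was seen with 40 UMIs in 13 of 862 senescent cells and 3 UMIs in 3 of 3130 other cells, and Il1a with 9 UMIs in 7 cells and 6 UMIs in 6 cells.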

*RelA/p65*, a subunit of NF-kB and a key regulator of the SASP^27,28^, was the most upregulated gene of the NF-kB pathway, whereas *Cxcl1*, *Il6*, *Il1a* and *Cxcl15* were the most enriched SASP genes, in line with previous data from our and different research teams^5,27,28^ (Fig. 1l–o). Moreover, different out-of-clustering methods, such as scmap and SingleR^29,30^ using 12 different senescent datasets (from both available single cells and bulk RNA seq, Supplementary Table 1) validated the consistence of our tool (Supplementary Fig. 3a–f). Taken together, these data demonstrate that the SIT is a reliable tool to identify senescent tumor cells at single-cell level.

**Fig. 1:**
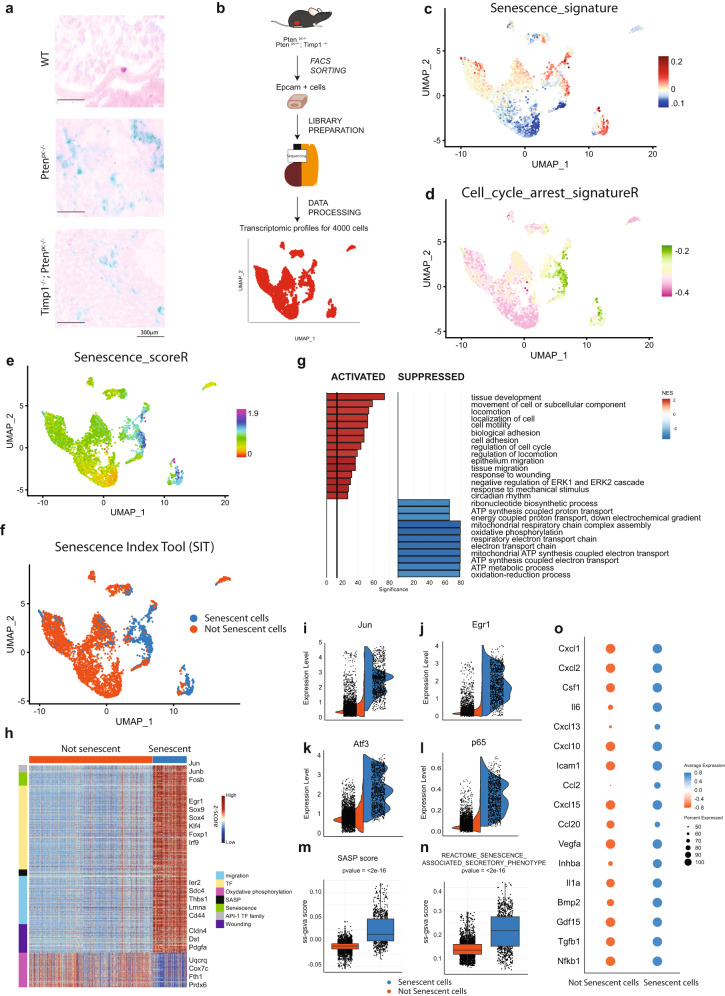
Overview of the identification of senescent cells in prostate cancer. **a** Representative images of SA-β-Gal in *WT*, *Pten*^*pc−/−*^ and *Pten*^*pc−/−*^*; Timp1*^*−/−*^ genotypes (Scale bar 300 μm). Data are representative of two independent experiments. **b** Schematic representation of single cells isolation and sequencing (*n* = 4 mice). **c** UMAP plot of cancer epithelial cells colored by Senescence_signature. **d** UMAP plot of cancer epithelial cells colored by Cell_cycle_arrest_signatureR. **e** UMAP plot of cancer epithelial cells colored by Senescence_scoreR. **f** UMAP plot of cancer epithelial cells showing senescent cells (blue) and not senescent cells (orange) found through SIT. **g** Bar plot showing enrichment pathway analysis of senescent cells compared to not senescent cells. gseGO function results: Weighted Kolmogorov Smirnov (WKS) test followed by FDR correction. **h** Heatmap of differentially expressed genes between senescent and not senescent cells. Row annotation showing the functions of different genes (migration, SASP, wounding, TF). Wilcoxon Rank Sum test followed by FDR correction. **i** Violin plot of the most upregulated gene in senescent cells: *Jun*. **j**, **k** Violin plot of key transcription factors involved in senescence transcriptional program: *Egr1*, and *Atf3*. **l** Violin plot showing expression of *p65/RelA* in senescent cells. **m** Boxplot showing the SASP score of senescent and not senescent cells (two sided Wilcox-test: *p* value < 2.2e−16; *N* = 3992 cells, Not senescent cells (left) minimum = −0.0537, lower-quartile = −0.0146, median = −0.0088, upper-quartile = −0.0039, maximum = 0.0408, Senescent cells (right) minimum = −0.0353, lower-quartile = 0.0018, median = 0.0154, upper-quartile = 0.0466, maximum = 0.1172). **n** Boxplot showing ss-gsva score of published gene set of Reactome collection^77^ (senescence_associated_secretory_phenotype) in senescent and not senescent cells (two sided Wilcox-test: *p* value < 2.2e−16; *N* = 3992 cells, Not senescent cells (left) minimum = 0.0634, lower-quartile = 0.1183, median = 0.1363, upper-quartile = 0.1607, maximum = 0.2952, Senescent cells (right) minimum = 0.0527, lower-quartile = 0.1527, median = 0.2183, upper-quartile = 0.2768, maximum = 0.4215). **o** Expression of fundamental SASP genes where dot size and color represent the percentage of cell expressing and the averaged scaled expression value, respectively. Source data are provided as a Source Data file.

### Senescent tumor cells differently segregate at single-cell RNA-seq level based on their transcriptional profile

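The labels of the senescent clusters in the Source Data gave Sene_0 to Sene_7, with 229, 156, 106, 103, 95, 90, 42 and 41 cells. Each was present in all 4 mice, with at least 5 cells per mouse. The largest difference between genotypes was in Sene_0, which held 14.8% ± 7.77 (SD, n = 2) of the senescent cells in Pten mice and 29.1% ± 11.5 (SD, n = 2) in Pten; Timp1 mice (two-sided exact permutation test, p = 0.33, the smallest p that 2 mice against 2 allow). Sene_2 held 19.6% ± 2.28 and 10.1% ± 3.66 of them (exact permutation test, p = 0.33), and Sene_1 17.8% ± 2.43 and 17.2% ± 5.23 (exact permutation test, p = 1). In this permutation test, differences in composition between genotypes could thus not pass a threshold of 0.05 with this number of mice. Median depth differed between the clusters, from 632 UMIs per cell in Sene_0 to 11321 in Sene_4. Of the rebuilt clusters of all cells, Sene_1 lay in cluster 3 (98.7%), Sene_3 in the basal-like cluster (100%) and Sene_4 in cluster 6 (91.6%). The name proximal luminal-like of cluster 6 rests on the marker rule and not on its leading genes.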

We then applied the SIT to explore the potential heterogeneity of senescent tumor cells and we found that these cells clustered in eight distinct cell subpopulations, regardless of the genetic background (Fig. 2a). Differential expression analysis of these eight subpopulations outlined commonalities and key differences. Sene_1, Sene_3 and Sene_5 were characterized by the over-expression of distinct gene expression programs compared to the other populations (Fig. 2b–d and Supplementary Data 2). 

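Each Sene cluster was compared with the other senescent cells of the same mice, with mouse as a block. The clusters were made from the expression of these cells, so the calls describe them and are not independent evidence. In Sene_1, 2163 of 5282 tested genes differed (1051 higher and 1112 lower), in Sene_3, 909 of 4713 (468 higher and 441 lower), and in Sene_5, 437 of 6926 (143 higher and 294 lower). The counts in the other clusters were 551 for Sene_0, 861 for Sene_2, 457 for Sene_4, 505 for Sene_6 and 526 for Sene_7. Leaving out 1 mouse moved several counts by over 1.5 times, in Sene_0 and Sene_2 for 3 of the mice. The lowest counts were 100 in Sene_0 without Pten replicate 1, 393 in Sene_2 without Pten; Timp1 replicate 1, 85 in Sene_4 and 171 in Sene_5 without Pten replicate 2, and 215 in Sene_6 without Pten; Timp1 replicate 2. Sene_3 had 9 of 9 tested basal marker genes and 3 of 3 fibroblast and smooth muscle markers higher (medians 2.44 and 5.17), with Dcn, Apoe, Krt14 and Fmod leading, and Sene_4 had 4 of 9 proximal luminal markers higher and none lower, with Sptssb, Upk1a, Gsta4 and Fmo5 leading and Upk2, Aqp3 and Psca among the next.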

Interestingly, the senescent clusters expressed different senescence signatures at different levels (Fig. 2e)^31–35^. 

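Target genes of signaling pathways were compared between each Sene cluster and the other senescent cells by camera. In Sene_2, NF-kB subunits and regulators had a median log2 fold change of 0.70 (adjusted p = 5.4e-04) and NF-kB target genes one of 1.02 (adjusted p = 0.046). Sene_3 had MAPK feedback genes at a median of 0.78 (adjusted p = 0.0059). The p53 targets had a median of 0.36 in Sene_5 (adjusted p = 0.046). Interferon and JAK-STAT targets did not pass upward in any cluster, and were lower in Sene_4 (−1.06, adjusted p = 0.0076) and Sene_7 (−1.46, adjusted p = 0.0044). NF-kB target genes were lower in Sene_0 (−1.10, adjusted p = 0.023), Sene_6 (−1.26, adjusted p = 0.013) and Sene_7 (−1.56, adjusted p = 0.011). No list was past the threshold in any Sene cluster with an estimated correlation.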

Pathway analysis showed that JAK-STAT, NF-kB, p53, MAPK and TNFα signaling, known to be upregulated in senescent tumor cells, were mostly activated in the Sene_1–5 clusters. Instead, Sene_0 and Sene_6 clusters were characterized by the upregulation of WNT and PI3K patways^27,36–42^ (Fig. 2f). 

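Fewer than 3 WNT target genes on the list could be tested in the Sene clusters, so the list was not tested there. Over all senescent cells, 1 of 6 tested WNT targets was higher and 1 was lower, with a median log2 fold change of 0.27 (camera, adjusted p = 0.80). In Sene_6, MAPK feedback genes had a median of −2.39 (camera, adjusted p = 0.0048) and SASP genes one of −1.77 (adjusted p = 0.0054) against the other senescent cells. In Sene_0 the medians were −1.45 (adjusted p = 0.010) and −2.06 (adjusted p = 0.036), and neither list was past the threshold in these clusters with an estimated correlation. No list of PI3K targets was at hand.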

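Secreted factors were counted as the share of cells with a UMI, which rises with depth. A Tnf UMI was seen in 30.1% of Sene_1 cells, 22.2% of Sene_5 cells and 0.863% of the cells that were not senescent (median depth 1600, 9768.5 and 1138.5 UMIs). In Sene_5 the Tnf UMIs came from the 2 Pten; Timp1 mice (174 and 31.9 CPM), with none in the 2 Pten mice. In Sene_1, Tnf had a log2 fold change of 3.16 against the other senescent cells (standard error 0.56, adjusted p = 6.4e-04 from edgeR). None of the 95 Sene_4 cells had a Tnf UMI at a median depth of 11321 UMIs, which does not show that Tnf was absent. Gas6 was seen in 86.4% of Sene_3 cells (median depth 6512 UMIs), 54.7% of Sene_4 cells and 10.5% of cells that were not senescent, with a log2 fold change of 2.36 in Sene_3 (standard error 0.24, adjusted p = 1.9e-05). No Gas6 UMI was seen in the 42 Sene_6 cells (median depth 5193.5 UMIs). Cxcl2 was seen in 25.6% of Sene_5 cells, with a log2 fold change of 0.55 there (standard error 1.07, adjusted p = 0.807) and levels of 56.0, 173, 2454 and 0 CPM in the 4 mice. Cxcl17 was seen in 33.3% of Sene_5 and 25.3% of Sene_4 cells, with a log2 fold change of 2.56 in Sene_4 (standard error 0.79, adjusted p = 0.083). A Wnt5a UMI was found in 46.3% of Sene_4 cells and at most 11.3% of cells in any other Sene cluster, but in Sene_4 it came from 2 mice, Pten replicate 2 (283 CPM) and Pten; Timp1 replicate 2 (205 CPM), with none in the other 2. Tgfb1 was found in 45.3% of Sene_4 and 41.7% of Sene_3 cells, and in none of the 42 Sene_6 and 41 Sene_7 cells (median depth 5193.5 and 2954 UMIs).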

Interestingly, among the secretome of the different clusters, we found that *Tnf*, *Cxcl2*, *Cxcl17, Gas6*, *Wnt5a* and *Tgfb1* were specifically expressed by some of the Sene_clusters being undetectable in others (Fig. 2g). Previous data demonstrated that Cxcl2 and Cxcl17 are key chemokines involved in the recruitment of myeloid cells, which are the most enriched immune population in prostate cancers^43–45^. In sum, these data revealed that senescent tumor cells are heterogeneous at transcriptional level.

**Fig. 2:**
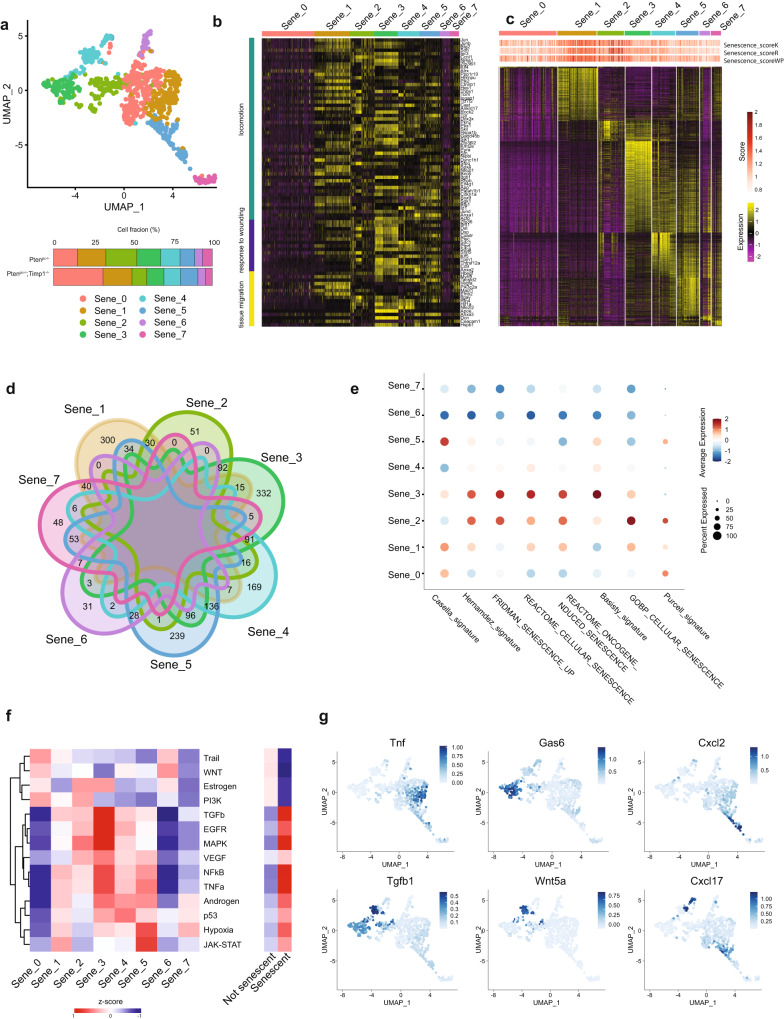
Senescent cells are a heterogeneous population. **a** UMAP view of only senescent cells, colored by clusters found with *FindCluster* function (res = 0.5) (top) and percentage of clusters in the two genotypes (bottom). **b** Heatmap showing expression of differentially expressed genes found in total senescent cells related to pathways activated in total senescent cells. **c** Heatmap showing differentially expressed genes between various senescent clusters (Sene_clusters) using *FindAllMarker* function. Wilcoxon Rank Sum test followed by FDR correction. **d** Venn diagrams showing the differentially expressed genes in each Sene_cluster. Overlapping areas indicate the number of genes commonly modulated among subpopulations. The numbers report only unique differentially expressed genes or transcripts common between two clusters. **e** Dotplot showing ssGSEA of previously published senescence signature (Casella_signature^31^, Hernandez_signature^32^, Fridman_senescence_up^33^, Basisty_signature^34^, Purcell_signature^35^, Cellular senescence from Gene Ontology collection, Oncogene-induced senescence and Cellular senescence gene sets from Reactome collection) in all the senescent clusters. **f** Heatmap showing pathway activity of 14 relevant signaling pathways calculated using PROGENy^80^ between different senescent subpopulations (left) and between senescent and not senescent cells (right). **g** FeaturePlot showing expression levels of different secreted factors upregulated in specific Sene_clusters and not expressed in the other senescent cells. Source data are provided as a Source Data file.

### Mcl-1 is the key factor that antagonizes cell death in senescent prostate tumor cells

We next focused on common genetic pathways expressed by these cells. Senescent tumor cells are known to be resistant to programmed cell death due to the upregulation of BCL2 and BCL-XL^1,2,46,47^. However, an extensive analysis of the pro-survival pathways upregulated in senescent prostate tumor cells has not been performed before. We therefore took advantage of the SIT to annotate pro-survival gene pathways deregulated in senescent prostate tumor cells in order to identify a common vulnerability (Fig. 3a). We found that senescent tumor cells upregulate pathways involved in necroptosis and apoptosis. 

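The cell death lists are those of the paper's methods. Of 4 necroptosis genes, 2 passed the filter on low counts, too few for a test of the list. Without the filter 2 of 4 were higher and none was lower (2 when adjusted over the list alone), with a median log2 fold change of 0.37 (camera, adjusted p = 0.44). Ripk1 had a log2 fold change of 1.31 (standard error 0.26, adjusted p = 0.0027 from edgeR, higher in 4 of 4 mice), and Trpm7 one of 0.82 (standard error 0.20, adjusted p = 0.0078, higher in 4 of 4 mice), which was −0.02 with cluster as a stratum. Of 9 tested genes of pro-apoptosis, 5 were higher and 2 lower (5 and 2 when adjusted over the list alone), with a median of 0.86 (camera, adjusted p = 0.29). Pmaip1 (2.05), Tnfrsf10b (2.01), Apaf1 (1.03), Bcl2l11 (0.93) and Bbc3 (0.86) were higher, and Bax (−0.84) and Bak1 (−0.78) were lower. Among 11 tested ferroptosis genes, 1 was higher and 7 were lower (1 and 7 when adjusted over the list alone), with a median of −0.67 (camera, adjusted p = 0.083). None of 4 parthanatos genes differed, also when adjusted over the list alone (median −0.18 with TMM and 0.39 with library sizes alone), and 2 of the pyroptosis genes passed the filter (1 higher and 1 lower of 6 without it, also when adjusted over the list alone, with a median of 0.06).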

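Of the 10 genes on the anti-apoptosis list, 9 were tested in senescent against other cells. Mcl1 and Ptpn13 were higher, Traf1 was lower (log2 fold change −1.68, standard error 0.51, adjusted p = 0.020 from edgeR), and the counts were the same when adjusted over the list alone. The median log2 fold change of the list was 0.06 with TMM (camera, adjusted p = 0.36) and 0.65 with library sizes alone. Ptpn13 had a log2 fold change of 1.61 (standard error 0.26, adjusted p = 9.2e-04, higher in 4 of 4 mice). Bcl2l1, which encodes Bcl-xL, had one of 0.01 (adjusted p = 0.968), Birc3 0.06 (adjusted p = 0.840) and Cflar 0.45 (adjusted p = 0.080).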

By separating genes involved in pro-apoptotic and anti-apoptotic pathways, we found that the latter were significantly upregulated in senescent tumor cells (Fig. 3b, c). Among the identified pro-survival genes (*n* = 47) (Supplementary Fig. 4a), we found 12 genes that positively correlated (Pearson’s coefficient > 0.4) with the senescence scores (SK, SR, SWP). Among these, *Mcl-1*, a member of the BCL2 gene family, was the most correlated gene^48,49^ (Fig. 3d, Supplementary Fig. 4b). 

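Pearson's r of each of the 47 genes with the rebuilt senescence score was computed over the cells of each mouse, and the mean over the 4 mice is given (cells are not independent replicates, so no p is given). On unimputed values 43 genes had a value and none had an r above 0.4. With values smoothed over nearest neighbors 5 genes, and with the deposited imputed values 11 genes, had a mean r above 0.4. Over all cells together the numbers were 6 and 12, and 9 of the latter are among the paper's 12 genes. The published scores were at hand for 1998 cells, with senescent cells over-represented, so these r are not those over all cells. With these scores, none of the 47 genes was above 0.4 on unimputed values. On imputed values 18 were above it with all of SK, SR and SWP, including all 12 of the paper's genes. These 12 genes were selected on these cells, so their fold changes are not independent evidence. In the sums, 9 of them were higher in senescent cells and none was lower (11 when adjusted over the list alone), with a median log2 fold change of 0.97 (camera, adjusted p = 4.6e-04).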

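Mcl1 had a mean r of 0.19 ± 0.042 (SD, n = 4 mice) with the rebuilt score on unimputed values, the highest of the 43 genes. It ranked 2 on smoothed values, where Ripk1 was first, and 10 on the deposited imputed values (mean r 0.50), where Ptpn13 was first. With every cell thinned to one number of UMIs, the score was also rebuilt on the thinned cells, and 39 genes had a value. There Mcl1 ranked 11 with a mean r of 0.02, but the first gene, Bcl2l11, had only 0.05. With all genes this low, the thinned values do not tell whether depth brings the correlation of Mcl1. Against the published scores, Mcl1 ranked 1 on unimputed values (mean r of the 3 scores 0.33) and 6 on imputed values (0.70), where Trpm7 was first (0.81). No estimate of the error is given for the latter, since the cells were taken together.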

Of note, *Mcl-1* was more upregulated than *Bcl2*, a well-known target of senolytic therapy^50,51^ (Supplementary Fig. 4c). 

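Mcl1, on chromosome 3 of GRCm38 from 95658788 to 95663176, had a log2 fold change of 1.01 in senescent cells (standard error 0.20, adjusted p = 0.0024 from edgeR, higher in 4 of 4 mice). It did not pass the test in luminal-like and proximal luminal-like clusters alone (0.63, standard error 0.25, adjusted p = 0.059) or without basal-like and proximal luminal-like clusters (0.52, standard error 0.26, adjusted p = 0.102). Its level was 155 to 185 CPM in the 4 sums of other cells and 296 to 374 CPM in the senescent sums. For Bcl2, on chromosome 1 from 106538178 to 106714274, the log2 fold change was 0.94 (standard error 0.36, adjusted p = 0.055, higher in 4 of 4 mice), at 107 UMIs in senescent and 80 UMIs in other cells, and its call depends on the settings. The difference was tested on the log2 ratios of CPM in each mouse. Mcl1 minus Bcl2 was −0.08 ± 0.96 (SD, n = 4 mice) with Mcl1 larger in 3 of 4 mice (two-sided exact sign-flip permutation test, p = 1, where the smallest possible p is 0.13). No difference could have passed 0.05 in this test with 4 mice. The sign rests on 1 mouse, since without Pten replicate 1, where Bcl2 had 4 UMIs in other cells, the mean was 0.40. The order depends on the scale. With 1 added per 10000 UMIs before the log, which shrinks the change of a gene at a low level, the difference was 0.57 ± 0.21 on counts and 0.69 ± 0.093 on imputed values, each with Mcl1 larger in 4 of 4 mice (exact test, p = 0.13). With every cell thinned to 400 UMIs it was −1.22 ± 0.50 on the log2 ratios, with Bcl2 larger in 4 of 4 mice (exact test, p = 0.13), where a Bcl2 UMI was left in 17 senescent and 7 other cells.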

We next classified senescent tumor cells in two subpopulations based on *Bcl2* expression (Bcl2^+^ and Bcl2^−^) (Fig. 3e). Surprisingly, we found that roughly 50% of senescent tumor cells were not expressing *Bcl2* at high levels. 

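A division at the median places equal numbers of cells on each side by construction, 431 and 431 of the 862 senescent cells at an imputed Bcl2 value of 0.098. A Bcl2 UMI was seen in 79 cells above and in 5 cells below this median. The median depth was 3613 UMIs per cell above and 1079 UMIs below it. Without imputation, 84 of 862 senescent cells (9.74%, 95% exact binomial interval 7.85 to 11.9) and 59 of 3130 other cells (1.88%, 1.44 to 2.42) had a Bcl2 UMI. A cell without a Bcl2 UMI cannot be read as negative at this depth, since the median depth was 7356 UMIs in senescent cells with and 1838 in those without a Bcl2 UMI.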

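Senescent cells were parted by imputed Bcl2 at its median and by the presence of a Bcl2 UMI. A Mcl1 UMI was seen in 68.9% of cells above and 38.7% of cells below the median of imputed Bcl2, at 466 and 282 CPM, the highest levels of the paper's 12 survival genes in both parts. The next were Trpm7 at 96.6 CPM above and Pmaip1 at 186 CPM below the median. With mouse as a block, Mcl1 had a log2 fold change of 0.74 above against below the median (standard error 0.33, adjusted p = 0.426 from edgeR). Between senescent cells with and without a Bcl2 UMI it was 0.59 (standard error 0.20, adjusted p = 0.330), with a Mcl1 UMI in 73.8% and 51.7% of cells. Of 5599 genes tested in that comparison 29 differed, 11 higher and 18 lower, against 14 without Pten replicate 2, 16 without Pten replicate 1 and 5 without mouse as a block. Among Sene clusters against the other senescent cells, Mcl1 was higher in Sene_3 (0.87, standard error 0.24, adjusted p = 0.021) and lower in Sene_0 (−1.31, standard error 0.43, adjusted p = 0.029).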

On the contrary, *Mcl-1* was expressed both in the Bcl2^+^ and Bcl2^−^ clusters and it was the most upregulated gene in these clusters when compared to additional pro-survival genes (Fig. 3f–h, Supplementary Fig. 4d). Both Bcl2^+^Mcl1^+^ and Bcl2^−^Mcl1^+^ senescent cells overexpressed genes involved in the regulation of angiogenesis, migration and were enriched in SASP genes (Fig. 3i, j, Supplementary Fig. 4e–g, Supplementary Data 3). 

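Over all senescent cells, 9 of 11 tested angiogenesis genes were higher than in other cells and none was lower (9 when adjusted over the list alone), with a median log2 fold change of 1.69 (camera, adjusted p = 2.1e-04). Cells above the median of imputed Bcl2 were compared with those below it. Angiogenesis genes had a median of 1.11 (camera, adjusted p = 0.011), genes of migration and adhesion one of 0.71 (adjusted p = 3.9e-07) and SASP genes one of 0.62 (adjusted p = 0.026). Between cells with and without a Bcl2 UMI the same 3 lists had medians of 0.04 (adjusted p = 0.892), 0.24 (adjusted p = 0.0035) and 0.29 (adjusted p = 0.795). Cell type markers moved as well. Above the median, basal markers had a median of 2.45 and prostate secretory genes one of −2.76, and with a Bcl2 UMI they had 0.73 and −3.06 (adjusted p = 7.3e-05 and 9.7e-09). No list was past the threshold with an estimated correlation in either comparison.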

Altogether, these data suggest that the majority of senescent tumor cells rely on *Mcl-1* over-expression and that this cell population upregulates gene pathways that may contribute to tumor progression through different mechanisms.

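A Mcl1 UMI was seen in 464 of 862 senescent cells (53.8%, 95% exact binomial interval 50.4 to 57.2) and in 670 of 3130 other cells (21.4%, 20.0 to 22.9). In the 4 mice the share ranged from 48.3% to 62.7% in senescent cells and from 17.4% to 25.5% in the others. With every cell thinned to 400 UMIs it was 15.2% (12.9 to 17.8) and 5.45% (4.65 to 6.34). Taking its results on the survival genes together, the paper proposes that most senescent tumor cells depend on Mcl-1.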

**Fig. 3:**
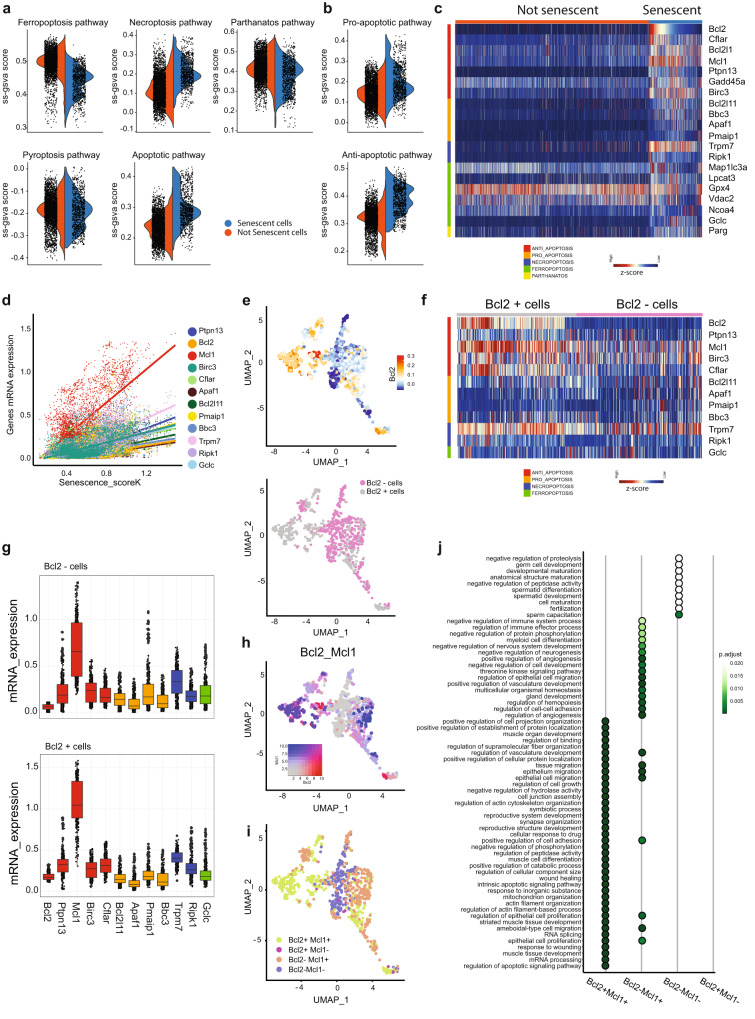
Survival mechanisms of senescent cells. **a** Violin plot showing ss-GSVA score activation of different cell death modalities between senescent and not senescent cells. **b** Violin plot showing ss-GSVA score activation of apoptosis between senescent and not senescent cells, separating in pro and anti-apoptotic genes. **c** Heatmap of 20 differentially expressed genes of different cell death modalities. FDR < 0.05. **d** Correlation plot between Senescence_scoreK and survival related-genes with Pearson correlation coefficient higher than 0.4 and FDR < 0.05. **e** UMAP plot showing Bcl2 expression levels in senescent cells (top) and classification of them in Bcl2+ or Bcl2- (bottom). **f** Heatmap showing *z*-score expression levels of 12 survival related-genes, positively correlated with Senescence_scoreK,WP,R, in Bcl2+ and Bcl2- senescent cells. **g** mRNA expression levels of 12 survival related-genes in Bcl2+ and Bcl2- senescent cells (*N* = 862 cells, Bcl2 - cells: Bcl2 median = 0.0596; Ptpn13 median = 0.1857; Mcl1 median = 0.654; Birc3 median = 0.234; Cflar median = 0.160; Bcl2l11 median = 0.140; Apaf1 median = 0.068; Pmaip1 median = 0.165; Bbc3 median = 0.091; Trpm7 median = 0.331; Ripk1 median = 0.169; Gclc median = 0.175. Bcl2 + cells: Bcl2 median = 0.169; Ptpn13 median = 0.324; Mcl1 median = 1.045; Birc3 median = 0.274; median = 0.314; Bcl2l11 median = 0.145; Apaf1 median = 0.083; median = 0.178; Bbc3 median = 0.113; Trpm7 median = 0.402; Ripk1 median = 0.261; Gclc median = 0.179). **h** Co-expression of Bcl2 and Mcl1 in senescent cells. **i** UMAP plot showing the classification of senescent cells based on Bcl2 and Mcl1 expression levels. **j** Dotplot showing over-representation results of biological process (GO) pathway analysis by considering senescent cell subclassification. Hypergeometric test followed by FDR correction. Source data are provided as a Source Data file.

### Inhibition of Mcl-1 works as a potent senolytic therapy

Intrigued by these findings, we next checked whether *Mcl-1* was also overexpressed in cells treated with drugs that cause TIS. Human (PC3, PC3 shTIMP1 and LNCaP) and mouse (TrampC1, TC1, TrampC1^*Pten−/−*^, TC1^*Pten−/−*^, and RapidCap) prostate tumor cells were treated with Docetaxel and Palbociclib, in order to trigger a senescent response (Fig. 4a–d, Supplementary Fig. 5a, b and Supplementary Data 4). Establishment of senescence in these cells was associated to Mcl-1 and Bcl2 upregulation (Supplementary Fig. 5a, b). To assess whether *Mcl-1* contributed to the survival of senescent tumor cells, we treated them with S63845, a potent Mcl-1 inhibitor^52,53^ in parallel to the Bcl2 inhibitor Navitoclax (ABT263)^50,51^. Of note, we found that S63845 was capable to drive senolysis more efficiently than ABT263, both in terms of selectivity and potency, as visualized by SA-β-Gal staining and quantification of proliferation by crystal violet and Incucyte imaging analysis (Fig. 4a–d, Supplementary Fig. 5c). The removal of senescent cells by S63845 was accompanied by apoptosis as shown by upregulation of Cleaved Caspase 3 (Supplementary Fig. 5d). These data were further validated by using two additional inhibitors of Mcl-1, UMI77 and AZD5991^54,55^ (Supplementary Fig. 5e–h). Interestingly, after ABT263 treatment we found a population of ABT263 resistant (ABT263^R^) cells that was still SA-β-Gal positive, whereas S63845 treatment resulted in a smaller fraction of surviving senescent tumor cells (S63845^R^) (Fig. 4a, c). We next checked whether ABT263^R^ human cells also expressed Mcl-1. RT-qPCR analysis confirmed that ABT263^R^ cells upregulated Mcl-1 whereas S63845^R^ cells did not (Fig. 4e, f). We next used an inducible shMCL1 in LNCaP and RapidCap cells to validate Mcl-1 as senolytic target (Supplementary Fig. 5i). Doxycycline administration efficiently decreased the levels of Mcl-1 in both cell lines (Supplementary Fig. 5j, m). Of note, inactivation of Mcl-1 in cells treated with TIS efficiently eliminated senescent tumor cells (Supplementary Fig. 5k, l, n, o). In cells treated with Doxycycline and S63845 alone, the elimination of senescent cells was comparable (Supplementary Fig. 5l, o). However, in cells treated with Doxycycline and S6384 in combination, we did not find an increased percentage of dead cells (Supplementary Fig. 5l, o). These data demonstrate that senescent cells rely on Mcl-1 for their survival and that S63845 is a specific Mcl-1 inhibitor.

**Fig. 4:**
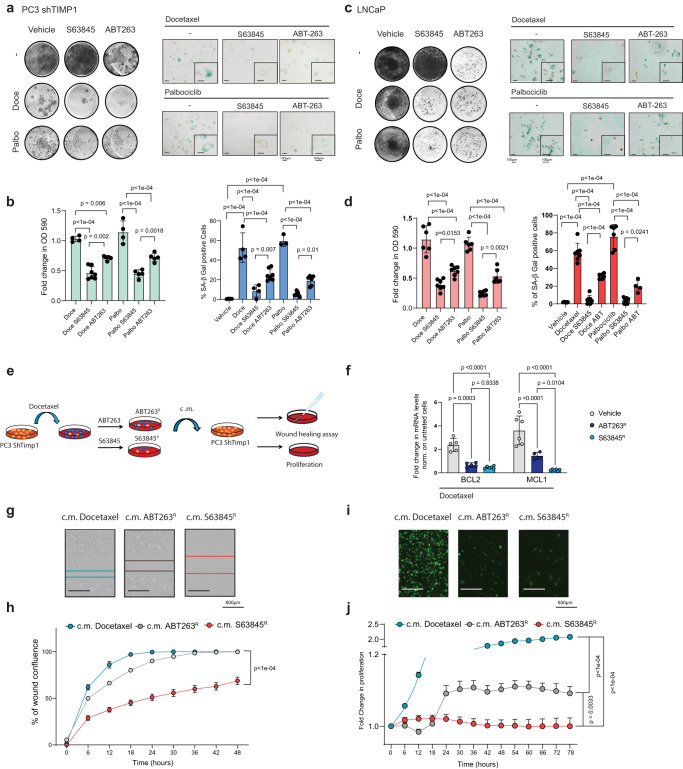
Mcl-1 targeting as senolytic anti-migratory therapy. **a** Representative pictures of crystal violet and SA-β Gal of PC3 shTIMP1 treated cells (Scale bar 100 μm). Data are representative of three independent experiments. **b** Cristal violet and SA-β Gal quantification (Cristal violet *n* = 4 for Docetaxel and Palbociclib, *n* = 5 for Docetaxel ABT263, Palbociclib S63845 and Palbociclib ABT263, *n* = 7 for Docetaxel S63846; SA-β Gal *n* = 4 for Vehicle, Docetaxel, Docetaxel S63845, *n* = 3 for Palbociclib, *n* = 6 for Palbociclib ABT263 and *n* = 7 for Docetaxel ABT263 and Palbociclib S63845, *n* = biological independent samples from three independent experiments). **c** Representative pictures of crystal violet and SA-β Gal of LNCaP treated cells (Scale bar 100 μm). Data are representative of three independent experiments. **d** Quantification of crystal violet and SA-β Gal staining (Cristal violet *n* = 6 for Docetaxel, Palbociclib and Palbociclib ABT263, *n* = 7 for Docetaxel S63845, Docetaxel ABT263 and Palbociclib S63845; *n* = biological independent samples, SA-β-Gal *n* = 6 for Vehicle, Docetaxel ABT263 and Palbociclib, *n* = 7 for Docetaxel, Docetaxel ABT263 and Palbociclib S63845, *n* = 4 for Palbociclib ABT263, *n* = biological independent samples from three independent experiments). **e** Schematic representation of the experimental design. **f** RT-qPCR analysis of Docetaxel treated cells and the remaining clones upon ABT263 (ABT263^R^) and S63845 (S63845^R^) treatment (for Bcl2 *n* = 5 for Vehicle and ABT263^R^, *n* = 6 for S63845^R^; for Mcl1 *n* = 6 for Vehicle and S63845^R^ and *n* = 4 for ABT263^R^, *n* = biological independent samples from three experiments). The *p* values were determined by one way ANOVA followed by Tukey’s multiple comparison test. **g** Representative pictures of wound healing assay (Scale bar 600 μm). Data are representative of two independent experiments. **h** Percentage of wound confluence over time normalized to time 0 (for c.m. Docetaxel and c.m. ABT263^R^ *n* = 8, for c.m. S63845^R^ *n* = 6, *n* = biological independent samples from two independent experiments). **i** Representative pictures of proliferation assay (Scale bar 600 μm). Data are representative of two independent experiments. **j** Fold change in proliferation normalized to time 0 (for c.m. Docetaxel, c.m. ABT263^R^ and c.m. S63845^R^ *n* = 6, *n* = biological independent samples from two independent experiments). **b**, **d**, **h**, **j** The *p* values were determined by one way ANOVA followed by Tukey’s multiple comparison test. The whole Anova results were given in the Supplementary Data 4. **b**, **d**, **f** Data are represented as mean ± SD. **h**, **j** Data are represented as mean ± SEM. Source data are provided as a  Source Data file.

Thus, we took advantage of this model to assess whether senescent tumor cells resistant to senolytic therapy could impact on tumor cells proliferation and migration. In line with our previous findings^6^, while condition media (c.m.) from senescent PC3 shTIMP1 cells treated with Docetaxel increased the migration and proliferation of parental PC3 cells, c.m. from S63845 treated cells completely arrested the proliferation and migration of PC3 parental cells. This effect was superior to the one observed in cells treated with ABT263 (Fig. 4g–j). Intriguingly, co-culture experiments using Docetaxel treated GFP^+^-PC3 ShTIMP1 cells and untreated parental PC3 showed that a small fraction (15%) of senescent cells was capable to migrate. However, this was not observed in S63845 treated cells (Supplementary Fig. 6a–e). The effect on proliferation enhancement induced by c.m. derived from senescent cells was further validated in Tomato^+^-RapidCap cells treated either with c.m. or co-cultured with untreated parental cells. Also, in this case S63845 treatment was superior to ABT263 (Supplementary Fig. 6f–n). In sum, these data demonstrate that senescent tumor cells treated with TIS can migrate and induce the proliferation and migration of neighboring prostate tumor cells. These pro-tumorigenic effects can be efficiently abrogated by senolytic therapy with S63845.

### Mcl-1 inhibition enhances the efficacy of standard of therapy in prostate cancer

To further corroborate these findings in vivo, we subcutaneously injected PC3 Luc-shTIMP1 in NRG mice. As previously shown, PC3 Luc-shTIMP1 tumor cells can migrate, invade the surrounding tissues and metastasize upon TIS due to the increased activity of MMPs^6^. When tumors reached the volume of 100 mm^3^, mice were treated with Docetaxel followed by either S63845 or ABT263 treatments (Fig. 5a, b). While Docetaxel increased senescence in primary prostate tumors, S63845 treatment promoted an efficient elimination of senescent prostate tumor cells, as assessed by SA-β-Gal and MCL-1 positive cells and the increased positivity for Cleaved Caspase 3 (Fig. 5c, d). Note that S63845 treatment was more effective than ABT263 in eliminating senescent tumor cells.

**Fig. 5:**
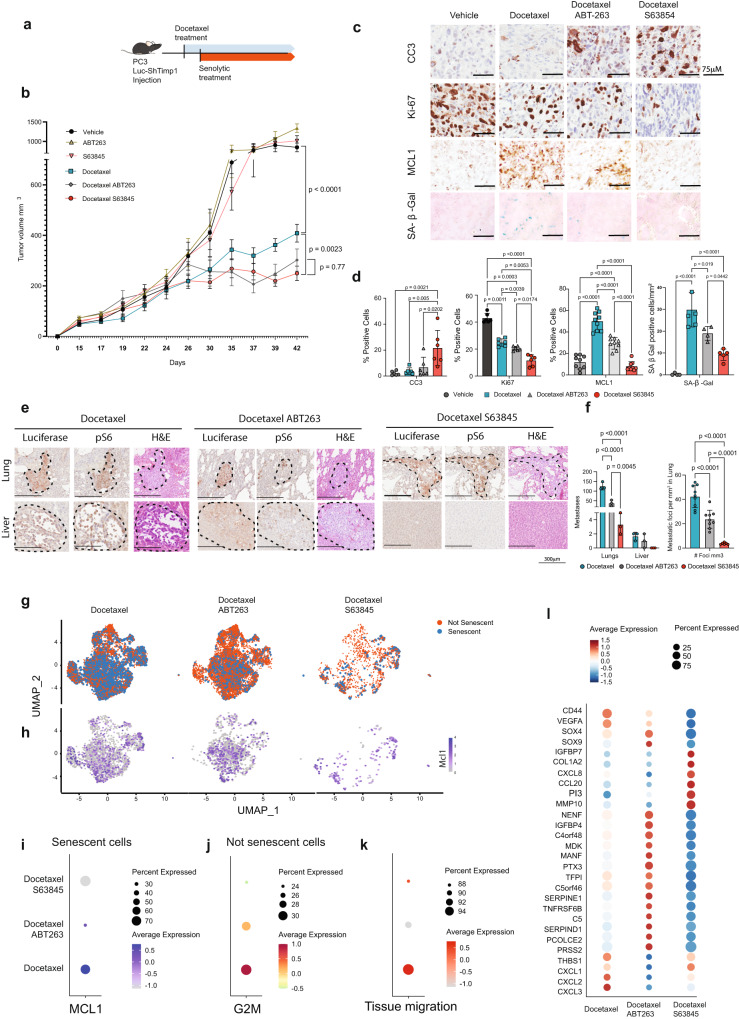
S63845 is an efficient senolytic therapy in vivo. **a** Schematic representation of the experimental design. **b** Growth curve of tumors in vivo in mm^3^ (*n* = 5 for Untreated, ABT263, S63845, Docetaxel, Docetaxel + ABT263, Docetaxel + S63845, *n* = independent animals from one experiment). The *p* values were determined by two-way ANOVA followed by Tukey’s multiple comparison test at time point 39 days post injection, separately for single treatment (Untreated, Docetaxel, ABT263, S63845) and Docetaxel treated groups (Docetaxel, Docetaxel + ABT263, Docetaxel + S63845). Data are represented as mean ± SEM. **c** Representative pictures of immunohistochemistry for Cleaved Caspase 3 (CC3), Ki67, MCL-1 and SA-β Gal. Data are representative of one experiment. **d** From left, quantification in percentage (CC3 *n* = 6, Ki67 *n* = 6, MCL-1 *n* = 9 and SA-β Gal *n* *=* 6; *n* = multiple areas of four animals from one experiment. The *p* values were determined by One-way ANOVA test followed by Tukey’s multiple comparisons test). Data are represented as mean ± SD. **e** H&E, Luciferase and phospho-S6 immunohistochemical staining in lung and liver metastases in Docetaxel, Docetaxel + ABT263 and Docetaxel + S63845 treated NRG mice. Data are representative of one experiment. **f** Bar graph representing metastases quantification (*n* = 9 for Docetaxel and Docetaxel ABT263, *n* = 6 for Docetaxel S63845; = multiple areas of 4 animals from one experiment). For metastases count the *p* values were determined by Two-way ANOVA followed by Šídák’s multiple comparisons, while for the count of metastases foci per mm^3^, the *p* values were determined by one Way ANOVA followed by Tukey’s multiple comparisons test. Data are represented as mean ± SD **g** UMAP plot of senescent and not senescent cells, defining using SIT, in xenograft PC3 shTIMP1 cells treated with Docetaxel alone or in combination with ABT263 or S63845 (Docetaxel % senescent cells = 35.5%, Docetaxel + ABT263 % senescent cells = 15.6%, Docetaxel + S63845 % senescent cells = 14%). **h** UMAP plot of senescent cells showing MCL-1 expression in xenograft PC3 shTIMP1 cells treated with Docetaxel alone or in combination with ABT263 or S63845. **i** MCL-1 expression for each treatment, where dot size and color represent the percentage of cells expressing the indicated gene and the average scaled expression value, respectively. **j** G2M signature for each treatment, where dot size and color represent percentage of cells expressing and the averaged scaled expression value, respectively. **k** ss-GSVA of tissue migration signature for each treatment, where dot size and color represent percentage of cell expressing and the averaged scaled expression value, respectively. **l** Marker genes expressions for each treatment, where dot size and color represent percentage of cell expressing and the average scaled expression value, respectively. Source data are provided as a Source Data file. The whole Anova results were given in the Supplementary Data 4.

Importantly, while mice treated with Docetaxel developed metastases to the lungs and the liver, mice treated with the combination of Docetaxel and S63845 showed a stronger reduction in metastases formation. This effect was superior than in mice treated with Docetaxel in combination with ABT263 (Fig. 5e, f). 10× Genomics bioinformatic analysis using SIT in primary senescent prostate tumors cells showed that S63845 treatment resulted in a stronger elimination of senescent tumor cells when compared to ABT263 treatment (Fig. 5g, Supplementary Fig. 7a). Of note, in prostate tumor treated with Docetaxel and ABT263, the remaining senescent tumor cells upregulated MCL-1 and genes related to angiogenesis, cell migration and wound healing (Fig. 5h, i, Supplementary Fig. 7b). Moreover, these senescent tumor cells co-existed with a population of non-senescent cells that were more proliferative and pro-migratory than in tumors treated with Docetaxel and S63845 (Fig. 5j–l). This explains the reduction in Ki67 staining and the decreased number of metastases found in mice treated with S63845 (Fig. 5c–f). Elimination of senescent tumor cells and reduction in the expression levels of genes involved in metastases in mice treated with Docetaxel and S63845 was further validated by RT-qPCR in whole tumor lysates (Supplementary Fig. 7c, d). These data were further validated in *Pten*^*pc*−/−^ mice (Supplementary Fig. 8a). Mice treated with the combination of Docetaxel+ S63845 showed a marked reduction in the number of prostate glands affected by tumors when compared to mice treated with Docetaxel and Docetaxel + ABT263 (Supplementary Fig. 8b and Supplementary Fig. 9a). Next, we evaluated the efficiency of both S63845 and ABT263 in eliminating senescent cells in these tumors. Immunohistochemistry analysis for p16, SA-β-Gal and RT-qPCR for p21 and PAI-1 showed a reduction of senescent cells in mice treated with both S63845 and ABT263 (Supplementary Fig. 8c–e). However, S63845 had a stronger senolytic effect and promoted a stronger apoptotic response when compared to ABT263. Decrease in senescence markers was accompanied by MCL-1 and BCL2 reduction (Supplementary Fig. 8e). Treatment with S63845 and ABT263 also decreased the number of tumor infiltrating MDSCs and TAMs, the two most represented immune populations in prostate tumors characterized by loss of PTEN^46,56^ (Supplementary Fig. 8f, g and Supplementary Fig. 9b). Interestingly, we also detected a marked upregulation of Perforin, a marker of T and NK cells activation (Supplementary Fig. 8h).

## Discussion

The mechanism behind cellular senescence establishment, maintenance and survival remains an object of intense investigation^1,2^. Indeed, contrary to cell death, whose mechanisms of induction have been fully characterized, little is known about the mechanism by which tumor cells undergo senescence and remain alive in the tumor microenvironment. Recent data demonstrate that senescent tumor cells, which initially suppress tumor growth^7,57,58^, if not promptly removed by the tumor immune response, can promote the proliferation, migration and metastatization of bystander cells^1,4–6^. These effects have been ascribed to the SASP of the senescent tumor cells^1,4–6^. Indeed, although arrested, senescent cells can secrete in the tumor microenvironment a variety of factors that can stimulate non-senescent tumor cells to migrate or proliferate^6,10,12,21^. As recently shown, the genetic background of tumor cells can influence the SASP, that determines whether these cells act in tumor-suppressive or tumor-promoting processes^5,12,22,49,59^. By using single cell technology, we have now contributed with an additional piece of information to these previous findings, demonstrating that in tumors of the same genetic backgrounds, senescent tumor cells can be heterogeneous in terms of gene expression. This can pose challenges for the design of therapies that remove senescent tumor cells and for the future development of senolytics in clinical trials.

Most of the currently available senotherapies for cancers are still restricted to Bcl-2 targeting^2,3,50,51^. Here, we describe a population of senescent tumor cells that do not rely on Bcl-2 to survive. This population of cells upregulates Mcl-1 and after treatment with the Bcl-2 inhibitor Navitoclax, remains still capable to promote tumorigenesis through the SASP. Thus, regardless of senescence heterogeneity, our analysis identified Mcl-1 as a ubiquitous target to effectively remove senescent tumor cells. Mcl-1 is a BH3 protein that belongs to the BCL2 family, which controls apoptosis together with Bcl-2, Bcl2-L-10, Bcl-W and Bcl-xL. Mcl-1 has a different structure compared to the other members of the BCL2 family^60^. While ABT263 can efficiently block Bcl-2 and Bcl-xL, it cannot block Mcl-1^60^. On the other hand, second and third generation of Mcl-1 inhibitors are highly selective and nowadays they are used in some clinical trials^61^. We show that the efficacy of Docetaxel treatment, a standard of therapy for metastatic castration-resistant prostate cancer patients, can be enhanced by the concomitant administration of Mcl-1 inhibitors both in vitro and in vivo. Furthermore, treatment with different Mcl-1 inhibitors resulted in the effective removal of senescent tumor cells and the complete abrogation of the bystander migratory phenotype, orchestrated by the SASP on non-senescent tumor cells, both in transgenic and xenograft models. Moreover, this combination of compounds was superior in terms of efficacy to the combination of Docetaxel with ABT263. Of note, in the transgenic mouse model, elimination of senescent tumor cells was associated to reactivation of the tumor immune response as demonstrated by the decreased infiltration of MDSCs and upregulation of perforin, a marker of T cells activation.

In sum, senescent cells are highly heterogenous, but ultimately rely on a common pro-survival factor, Mcl-1. Importantly, this study endorses Mcl-1 inhibitors as a class of highly effective senolytics. Interestingly, a previous study on breast cancer showed that the senolytic sensitivity of ABT263 is controlled by NOXA, an inhibitor of Mcl-1^62^. While senescent cells with a high level of NOXA respond to ABT263, cells with a low level are resistant to ABT263 and respond to Mcl-1 inhibitor thereby validating our results in a different system^62^. Finally, senescent tumor cells share common features with aged cells. Thus, if validated in other models, these findings could be relevant also to ameliorate aging and age-related pathologies.

## Methods

### Mouse models

All mice were maintained under specific pathogen-free conditions in the animal facilities of the IRB institute. Experiments were performed according to the state guidelines and approved by the local ethical committee (“Dipartimento della Sanità e Socialità, Esperimenti su animali”, Canton Ticino), authorization number TI-51/2018 (Maximum tumor volume authorized = 1500 mm^3^, not exceeded). Prostate-specific *Pten*^*pc*−/−^ transgenic mice^20^ were crossed with Timp1^−/−^ mice (Jackson Laboratory, 6243) to generate Timp1 knock out in *Pten*^*pc*−/−^^6^. NRG male mice, at 12 weeks of age, were used for subcutaneous cell injection of PC3 shCtrl and shTIMP1. Prostate-specific *Pten*^*pc*−/−^ transgenic male mice at 12 weeks of age were used for in vivo experiments. Mice used for 10× scRNA sequencing were euthanized at 10 weeks of age. NRG mice were  challenged with PC3 shTIMP1 at 8 weeks of age and then monitored and kept under treatment up to 42 days post-injection. Finally, Pten^*pc*−/−^ mice were treated at 10 weeks of age and euthanized upon 6 weeks of treatment.

### In vivo treatments

Docetaxel (TEVA Pharma AG 6984894) intraperitoneally at 10 mg/kg once a week. ABT263 (MedChemExpress HY-10087) by oral gavage 50 mg/kg, daily. S63845 (MedchemExpress HY-100741) at the dose of 25 mg/kg by oral gavage. Mice were monitored for any suffering of distress or weight loss by measuring weekly total body weight of mice and monitoring the behavioral changes every day for a total of 4 weeks of treatment.

### Prostate cancer cell culture

PC3 and LNCaP human prostate cancer cells were purchased from ATCC (Cat. N CRL-1435^™^ and CRL-1740^™^ respectively) and were cultured according to the manufacturer’s instructions. Cells were cultured in RPMI 1640 supplemented with 10% FBS and 1% P/S. HEK-293T (human embryonic kidneys, Cat. N CRL-3216^™^) and TrampC1 (Cat. N CRL-2730^™^) cells were obtained from ATCC. RapidCap were obtained from Trottman laboratory^63^. Cells were cultured in DMEM supplemented with 10% FBS and 1% P/S. All cell lines were kept under controlled temperature (37 °C) and CO_2_ (5%) and used for experiments at early passages. All the cell lines were tested negative for Mycoplasma (MycoAlertTM mycoplasma detection kit, LT07-418, LONZA).

### In vitro treatments

Palbociclib was used at the concentration of 10 μM; Docetaxel was used at 1 nM; ABT263 was used at the dosage of 2.5 μM; S63845 was used at 10 μM; UMI-77 was used at 10 μM; AZD5991 was used at 10 μM.

### Generation of shTIMP1 human prostate cancer cell line

PC3 cell line was transfected with shRNA using the human TIMP1-directed shRNA RHS4430-200284918-V3LHS_317110. To prepare lentiviral particles, HEK-293T cells were transfected using JetPRIME transfection reagents (JetPRIME, Polyplus transfection, 114-07/712-60) as per the manufacturer’s instructions. PC3 cells were infected with the filtered lentiviral supernatant obtained from transfected HEK-293T cells. Infected human prostate cancer cells were subsequently selected using Puromycin (3 mg/ml).

### Generation of Pten^−/−^ TrampC1 murine prostate cancer cell line

TrampC1 cells were purchased from ATCC and cultured according to manufacturer’s instructions (DMEM, 10% heat-inactivated FBS, 100 U/ml penicillin, 0.1 mg/ml streptomycin). The transfection of the PTEN CRISPR/Cas9 KO plasmid (Santa Cruz Biotechnology sc-422475) was performed using jetPRIME^®^ transfection reagent according to the manufactory protocol at the ratio of 1:2 DNA/jetPRIME^®^. 24 h after transfection, the GFP transduced cells were sorted to purity 99% and plated as single cell on 96-well plates. At day 7 after cell sorting the resulting cell colonies were moved into 24-well plates for further expansion.

### Generation of shMCL-1 human and murine prostate cancer cell lines

LNCaP and RapidCap cell lines were transfected with shRNA using the human and mouse MCL-1-directed shRNA RHS4696-200751526 and RMM4431-200332978, respectively. To prepare lentiviral particles, HEK-293T cells were transfected using JetPRIME transfection reagents (JetPRIME, Polyplus transfection, 114-07/712-60) as per the manufacturer’s instructions. Both LNCaP and RapidCap cells were infected with the filtered lentiviral supernatant obtained from transfected HEK-293T cells. Infected prostate cancer cells were subsequently selected using Puromycin (3 mg/ml). The shRNA was activated in both cell lines adding Doxycycline in the cell culture media (1 mg/ml).

### Immunohistochemistry (IHC)

IHC tissue sections were processed as follows: deparaffinizaction, unmasking, pre-staining, blockings and secondary stainings. Deparaffinization was performed using three-step procedure. In the first and second step, the slides were immersed in OTTIX plus solution (Diapath, Cat No. X0076) for 5 min each followed by third and last step of OTTIX shaper solution (Diapath, Cat No. X0096) for 5 min. The slides were drained off the excess solution and were then immersed in ionized water for 5 min. Further, un- masking or antigen retrieval procedure was followed which involved immersing the section slides in pH solutions (depending upon the antibodies) at either pH 6 (Citrate, Company: Diapath, Cat No. T0050) or pH 9 (DAKO, Cat No. K800421-2) in water bath at 98 °C for 20–25 min. The slides were allowed to cool at room temperature for 20–25 min. The section slides were washed with 1xPBST (0.5% Tween20), two times for 3 min each, followed by staining procedure. Blocking procedure began by incubating the slides with 3% H_2_O_2_ (VWR chemicals, Cat no: 23615.248) for 10 min followed by 1xPBST washes as before and performing protein block. Protein blocking was performed using Protein-Block solution (DAKO Agilent technologies, Cat No. X0909) for 10 min at room temperature. Depending upon antibodies, if they were developed in mouse host, the tissues were blocked for mouse cross-reactivity using biotinylated Anti-Mouse antibody (Vector Laboratories, Cat No. BP-9200). Sections were stained with respective primary antibodies at room temperature for 1 h followed by three washes with 1xPBST as before. These slides were further incubated with respective secondary antibodies, Anti-Mouse (Vector Laboratories, Cat No. BP-9200), Anti-Rabbit (Vector Laboratories, Cat No. BP-9100). During secondary antibody incubation, Vectastain ABC solution was prepared (Company: Vector laboratories, Cat No. PK-6100) at the dilution of 1:150 of both Solution A and Solution B in 1xPBS solution followed by 30 min incubation at room temperature. Upon completion of secondary antibody stainings, slides were washed for three times with 1xPBST followed by ABC solution staining for 30 min at room temperature. After ABC, slides were washed three times with 1xPBST and final steps of IHC stainings were performed. DAB staining was performed using DAB solution (Company: Vector laboratories, Cat No. SK-4105. One drop of Chromogen in 1 ml of Diluent solution) and allowed to stain for no more than 3–4 min at room temperature. Immediately slides were washed three times with 1xPBST and counter staining was performed using hematoxylin solution (Diapath, C0303). At the end of IHC staining, sections were dehydrated using deparaffinization procedure after which slides were mounted with coverslip using aqueous mounting media (Diapath, 060200). Tumor tissue samples were fixed in 10% neutral-buffered formalin (Thermo Scientific, Cat No. 5701) overnight. Tissues were washed thoroughly under running tap water followed by processing using ethanol and embedded in paraffin according to standard protocols. Sections (5 mm) were prepared for antibody detection and hematoxylin and eosin staining. Images were scanned with Aperio and opened with ImageScope v12.3.2.8013 (Leica Biosystem).

### Senescence associated β-galactosidase (SA-β-gal) assay

For tissue-specific SA-β-gal assay, tumor samples were immediately frozen in OCT solution at −80 °C and sections of 4 mm were prepared. Senescence-associated SA- β -gal staining was performed using Senescence β -Galactosidase Staining Kit (Cell Signaling Cat. No 9860) according to the manufacturer’s instructions. Counter staining was performed using Eosin staining (Alcohol-based Diapath, C0352). For in vitro experiment, SA- β -gal staining was performed using Senescence β -Galactosidase Staining Kit (Cell Signaling Technology, Cat. No 9860) according to the manufacturer’s instructions.

### Proliferation and cell death assay

Proliferation assay in PC3, TrampC1, Pten^−/−^ TrampC1 and Rapidcap cell lines was performed by plating 1 × 10^4^ cells per well of a 96-well plate in at least sextuplicate. Proliferation was monitored and analyzed by using Incucyte S3 in vitro system (Essenbioscience).

### Migration assay

Migration assay was performed in PC3 by plating 20 × 10^4^ cells per well of 96-well plate in at least sextuplicate. Wound was performed using Incucyte Wound Maker and cell migration was monitored and analyzed by using Incucyte S3 in vitro system (Essenbioscience).

### Condition media assay

Cell supernatants were harvested and spun down at 453 g for 10 min and the supernatant was filtered using 0.22 mm filters. Conditioned medium was administered to parental cells at time zero or 48 h prior the assay for proliferation and migration assay, respectively. The conditioned medium in all the experiments was normalized based on the number of cells present in the well at the moment of the harvesting.

### Western blot

Prostate tissues, tumor samples or cells were lysed using 1x RIPA buffer (Cell signaling, 9806) supplemented with Phenylmethanesulfonyl fluoride (PMSF; Millipore Sigma, catalog 329-98-6) and incubated on ice for 30 min. Samples were centrifuged at 46357 *g* for 15 min. Protein concentration was determined by the BCA kit (Thermo Fisher 23227). Equal amounts of proteins were subjected to SDS-polyacrylamide gel electrophoresis (SDS-PAGE), 10% and transferred on to 0.45 mm nitrocellulose membrane (Thermo Scientific, 88018). After protein transfer, membranes were blocked in 5% milk solution and membranes were probed with the indicated antibodies overnight at 4 °C. The membranes were incubated with horseradish peroxidase-conjugated (HRP-linked) secondary antibodies anti-rabbit IgG (Promega, W4011, 1:5000) or anti-mouse IgG (Cell signaling, W4021, 1:5000) and developed using enhanced chemoluminescence (ECL) substrate (Thermo Scientific, 32106). Membranes were exposed to Fusion Solo S imaging system (Vilber). Blots were semi-quantitatively analyzed by densitometry using ImageJ 1.52 v (National Institutes of Health).

### Antibodies

For IHC anti-Cleaved Caspase 3 (Cell signalling #9661), anti-Ki67 (RTU-Lab Vision #RM-9106-R7 Dilution Ready to use), anti-Luciferase (Abcam #ab181640), Mcl-1 (Cell signaling #5453) Ly-6G (GR1), Clone 1A8 (RUO); 551459 BD Pharmigen, F4/80 (BM8) Rat Mono, 14-4801-82 eBioscience^™^ (Thermo Scientific), p16 (Abcam #ab211542) were used. For Western blot anti-Cleaved Caspase 3 (Cell signalling #9664), anti-Bcl-2 (Cell signalling #3498 S), anti-Mcl-1 (Cell signalling #5453) anti-HSP90 (Cell signalling #4874), p27 kip1 (Cell signalling #3698 S), p15 ink4b (Abcam #53034), p16 ink4a (Abcam #211542), p21 (Abcam #107099), p19 ARF (5-C3-1) (Santa Cruz Biotechnology #SC-32748), PAI-1 (Abcam #66705), Mcl-1 (Cell signaling #5453), secondary Anti-Rabbit (Promega #W4011), secondary Anti-Mouse (Promega #W4021). For FACS sorting CD326 (EpCAM) Monoclonal Antibody (G8.8), FITC, eBioscience^™^ (11-5791-82). Further information about dilutions and clones are available in Source Data.

### Quantitative real-time PCR (RT-qPCR)

RNA extraction from cells or tissues samples was performed using Trizol (Ambion, life technologies, 15596026), according to the manufacturer’s instructions. cDNA was obtained using ImPROM II kit (Promega, A3800) according to the manufacturer’s instructions. RT-qPCR was performed using Gotaq^®^ qPCR Master Mix, Promega^®^ (A6002) on Step One Real-Time PCR systems (Applied Biosystems). Primers used for RT-qPCR are listed in Supplementary Table 2. Expression levels were calculated using the ddCT method^64^.

### Single cell sequencing analysis

Prostate tumors were resected from Pten^*pc*−/−^ and Pten^*pc*−/−^; Timp1^−/−^ mice (all three lobes, AP, DLP and VP) and from NRG mice injected subcutaneously with 2.5 * 10^6^ PC3 ShTIMP1 (see “Data availability” section). Sample were processed for single cell suspension followed by RNA sequencing and analysis using the following procedures:

### Single cell suspension

Prostate tumors or xenografts tumors were isolated, minced and processed for single cell suspension. Tissues were digested in 2 ml of Digestion Buffer composed by RPMI 10% FBS + 1% P/S, 500 mL of Collagenase D (1 mg/mL), 50 mL of DNAse (100 U/mL) and 125 mL of HEPES (25 mM). The cell suspension was incubated for 50 min at 37 °C on a rocker. Then, the digestion was stopped by adding 1 mL of RPMI 10% FBS + 1% P/S. The cells suspension was filtered through a 100 μm cell strainer and kept on ice for 4 min. Then cells suspension was filtered again through a 40 μm cell strainer and spun down at 453 g for 5 min at 4 °C. FACS staining was performed using EPCAM-FITC (anti-Mo CD326, eBioscience, clone G8.8 #11-5791-82) for the murine prostate tumors, while PC3 shTIMP1 were sorted thanks to GFP positivity. Samples were acquired on a BD sorter Aria III (BD Biosciences). The software used was BD FaCSDiva v9.0. No further analyses were needed for this study. The gating strategy used in transgenic mouse models have been done as it follows: FSC-H/FSC-A, SSC-A/FSC-A, 7AAD/FSC-A, EPCAM + /FSC-A (Supplementary Fig. 1). While in xenograft models FSC-H/FSC-A, SSC-A/FSC-A, GFP + /FSC-A (Supplementary Fig. 6a).

Single-cell transcriptomes was performed using 10× Chromium single cell platform (10× Genomics, Pleasanton, CA. USA). FACS-sorted Epcam+ prostate cells were used as the input source for the scRNA-seq. Cells were suspended in a phosphate buffer solution containing 0.04% weight/volume bovine serum albumin (BSA). The recommended volume of single cell suspension was loaded on a Chromium Single Cell Controller (10× Genomics) targeting ~10,000 cells per murine prostate samples while for xenografts tumors we used a target cell recovery between 5000 and 10000 cells per sample. Bar coded single-cell gel beads in emulsion (GEMs) were created by 10× Genomics! Chromium TM and then reverse transcribed to generate single-cell RNA-seq libraries using Chromium Single Cell 3′ Library and Gel Bead Kit v2 (10× Genomics) according to manufacturer’s instructions. Resulting short fragment libraries were checked for quality and quantity using an Agilent 2100 Bioanalyzer and Invitrogen Qubit Fluorometer. Unique molecular identifiers (UMIs), which were incorporated into the 5′ end of cDNA during reverse transcription, were used to quantify the exact number of transcripts in a cell.

### Single-cell sequencing data preprocessing and quality control

Sequencing data were processed by CellRanger^65^ (version 3.1.0 for murine alignment and version 6.0.0 for xenograft derived-samples) and reads were aligned to mouse genome (mm10 v3.0.0) or human genome (GRCh38) with STAR^66^ (v.2.5.1b). To reduce the ‘dropout’ phenomenon, RMagic package was used on gene-counts^67^. Single cell sequencing analysis was performed in epithelial cells purified from both Pten^*pc*−/−^ and Pten^*pc*−/−^; Timp1^−/−^ tumors or on GFP^+^ cells in PC3 shTIMP1 xenograft. For each cell, we calculated different quality measures: percentage of mitochondrial genes, number of genes and gene biotype. We removed cells that had more than 25% expression on mitochondrial genes, fewer than 100 total genes expressed and we considered only protein coding genes defined using *getBM* (biomaRt package). All the samples were integrated using Seurat^68–71^ package (*FindIntegrationAnchors* and *IntegrateData* function after library-size normalization of each cell using *NormalizeData* function with default parameters).

We identify features that are variable in the samples with *FindVariableFeatures* function and Principal component analysis (PCA) dimensionality reduction was run using the top 2000 features identified. Number of the included components (PCs) was assessed using the *ElbowPlot* function and fifteen PCs were conserved. Graph-based clustering approach was used to cluster the cells using *FindNeighbours* (*k* = 20) and *FindClusters* functions (0.25 < res < 2 with 0.25 difference). To visualize the data, the dimensional reduction technique t-distributed stochastic neighbor embedding (t-SNE) and UMAP^72^ were applied using the *RunTSNE* and *RunUMAP* functions from Seurat.

In murine single cell sequencing, cells positive for CD45 (Ptprc gene) and negative for Epcam were removed. Inside the Epcam+ cells, we defined epithelial subtypes based on canonical markers: Cd24a, Krt8 and Krt18 for luminal cells; Trp63, Krt5 and Krt14 for basal cells and Pax2, Pate4 and Calml3 for semi-vesical cells^73^. For xenograft sc-RNAseq data, all the analysis were performed after regression of nCount_RNA and nFeature_RNA features, due to differences between the samples.

### Senescence index tool (SIT)

To define senescent cells, we developed an algorithm based on common features of senescent cells: overexpression of specific genes and cell cycle arrest. The tool was composed of four steps: (a) definition of the senescence signature; (b) definition of cell cycle arrest signatures; (c) co-occurence of (a) and (b) defined by senescence scores K, WP and R; (d) identification of senescent cells based on senescence score K, WP and R.

#### Definition of senescence signature

AddModuleScore function (Seurat package) to define the average expression of known senescent markers (p16, p15 p19, p21, p27 and PAI-1) in each cell.

#### Definition of cell cycle arrest signatures

ss-GSVA score was calculated for each cell with GSVA package by using three different gene sets (KEGG CELL CYCLE^74–76^; REACTOME CELL CYCLE and WP CELL CYCLE^78^). To define the cell cycle arrest we inverted the direction of scores:

$$\left(1\right)\,{Cell}\,{Cycle}\,{arrest}\,{signatur}{e}_{i}=-{ssGSVA}\,{scor}{e}_{i}\,{with}\,(i=K,{WP},R)$$

#### Definition of senescence scores K, WP and R

We combined the different cell cycle arrest signatures with the senescence signatures by using these formula:

$$\left(2\right)\, {Senescence}\,{scor}{e}_{i}={Cell}\,{cycle}\,{arrest}\,{signatur}{e}_{i\,{norm}\left(0-1\right)}+{Senescence}\,{signatur}{e}_{{norm}\left(0-1\right)}$$

$${with}\,(i=K,{WP},R)$$

Identification of senescent cells: we divided the senescence score K, WP and R based on quantile division (quantile function) and we considered as senescent cells the one in which the senescence score K, WP and R were belonged to the fourth quartile (highest value).

### Single-cell sequencing data processing

Differentially expressed genes were identified using *FindAllMarkers* or *FindMarker* functions. Genes were identified as differentially expressed in a particular set of cells if FDR < 0.05 and minimum expression in at least 30% of cells.

Pathway analysis were performed using clusterProfiler^79^ package: for enrichment analysis we used *gseGO* (ont = “BP”) function while for over-representation analysis we used *enrichGO* function. The outputs of pathway analysis were simplified using simplify function with cutoff = 0.6 and gene sets were considered significant with FDR < 0.05. In case of multiple comparisons of pathway, we used *compareClusterResult* function. To analyze the activity of 14 relevant signaling pathways, we used Pathway RespOnsive GENes (PROGENy^80^) analysis. To study senescence heterogeneity, all the analyses were performed using exclusively the genes found upregulated in total senescent cells compared to non senescent cells (3757 genes).

ss-GSVA scores for different published gene sets and cell death pathways were calculated using gsva^81^ function (method = “ssgsea”). Correlation analysis was performed using cor.test function (alternative = two.sided, method = “pearson”, conf.level = 0.95) and adjusted *p* values were calculated with p.adjust function using (method = “BH”). For classification of cells based on Mcl1 expression levels we classified into quartiles: Mcl1+ corresponds to first, second and third quartiles, while for Bcl2 expression we used the median levels to classify in Bcl2+ and Bcl2-. All plots were designed using Seurat package and ggplot2 package.

For out-of-clustering methods, cells were projected to the combination of 12 senescence-related available datasets (Supplementary Table 1, see “Data availability” section) using scmap-cluster v1.16.0 (threshold = 0.15) and the function SingleR from SingleR package with default parameters.

### Signatures

Apoptotic pathway: Bcl2, Bcl2l1, Mcl1, Bcl2l12, Bcl2a1a, Cflar, Gadd45a, Traf1, Ptpn13, Birc3 (anti- apoptosis), Bbc3, Bcl2l11, Pmaip1, Bak1, Bax, Pidd1, Bid, Apaf1, Fas, Tnfrsf10b (pro-apoptosis); Ferroptosis pathway: Map1lc3a, Atg5, Atg7, Ncoa4, Alox15, Lpcat3, Acsl4, Vdac2, Vdac3, Cybb, Gpx4, Gss, Gclc; Necroptosis pathway: Mlkl, Trpm7, Ripk1, Ripk3; Parthanatos pathway: Aifm1, Rnf146, Parp1, Parg; Pyroptosis pathway: Gsdmd, Nlrp3, Nlrc4, Aim2,

Casp1, Pycard, Mefv; Sasp signature: Cxcl1, Cxcl2, Hc, Csf3, Csf2, Csf1, Il10, Il13, Il6, Cxcl13, Cxcl10, Icam1, Ccl2, Cxcl15, Ccl20, Vegfc, Vegfa, Inhba, Il1a, Il1b, Bmp2, Gdf15, Tgfb1, Tgfb2, Tgfb3, Bmp6, Ogg1^45,82^.

### Quantification and statistical analysis

All experiments were performed on biological replicates as mentioned in the respective figure legends. Sample size for each experimental group/condition is reported in the appropriate figure legend. All data points are presented for quantitative data, with an overlay of the mean with SEM. Statistically significant differences between control and experimental groups were determined using Multiple Student’s *t* tests (two-tailed, unpaired), one way ANOVA with Tukey multiple comparison difference test, Wilcoxon test, and log-rank (Mantel–Cox) test as indicated in the appropriate figure legend and text. All statistical analyses were performed using GraphPad Prism 8, Microsoft Excel 2016 or R-Studio.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

The single-cell RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE189519 for xenograft prostate cancer model and GSE189307 for murine prostate cancer models. The publicly available RNA-seq data used in this study are available in GEO (Gene Expression Omnibus), and EMBL-EBI databases under accession codes GSE115301^83^, GSE61130^84^, GSE130727^31^, GSE102639^85^, GSE132369^86^, GSE98440^87^, GSE109270^88^, GSE158743^89^ and E-MTAB-9970^90^. The source data of the figures are provided as Source Data files. Source data are provided with this paper.

## Source data

Source Data

## Code availability

The code for Senescence Index Tool (SIT) is available as Supplementary Data 5. All the other analyses are done with standard pipelines and are fully described in the Methods section. Source data are provided with this paper.

# Supplementary material for: Single-cell transcriptomics identifies Mcl-1 as a target for senolytic therapy in cancer
**Source:** Nat Commun. 2022 Apr 21;13:2177. doi: 10.1038/s41467-022-29824-1
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Pathway analysis and differential expression analysis results of senescent cells compared to not senescent cells.

File Name: Supplementary Data 2

Description: Differential expression analysis results of different senescent clusters.

File Name: Supplementary Data 3

Description: Pathway analysis of senescent cells classified based on Bcl2 and Mcl1 expression.

File Name: Supplementary Data 4

Description: Statistic results for main and supplementary figures.

File Name: Supplementary Data 5

Description: R code for Senescence Index tool (SIT).

How the deposited data were processed for this re-analysis (not part of the article)

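Sorted Epcam+ cells of prostate tumors from 2 Pten pc−/− mice and 2 Pten pc−/−; Timp1−/− mice aged 10 weeks were measured by droplet 3′ single-cell RNA sequencing, 1 library per mouse. The xenograft, cell line, protein and treatment experiments were not analysed here.

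The authors aligned and counted reads with Cell Ranger 3.1.0 and STAR 2.5.1b on mm10 (release 3.0.0) and left out cells with over 25% mitochondrial UMIs or under 100 genes, Ptprc-positive cells, Epcam-negative cells and genes that do not code for protein. The first kind of deposited values is raw UMI counts per gene and cell, which were checked to be whole numbers. The second kind, as deposited, is natural log (ln) values that the authors normalized by library size per cell and smoothed over similar cells with Rmagic. The paper names gene counts as the input of Rmagic, and the natural log of 1 plus the normalized count was inferred from the values. The Source Data list the senescent class and the Sene cluster of each senescent cell. The copy used here was shortened and held the scores of 1998 cells, all 862 senescent cells among them. Of the gene symbols, 13 were not found in GENCODE M21, whose positions on GRCm38 are given. The matrix holds no gene of the mitochondrial genome and 2 genes of the ribosomal protein list.

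Counts were summed over the 862 senescent and the 3130 other cells of each mouse. The sums held 444378 to 1627054 UMIs for senescent cells and 1142341 to 2435582 UMIs for the others. Genes were kept by filterByExpr, normalized by TMM and tested by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with mouse and class in the model. Adjusted p values are those of Benjamini and Hochberg, with a threshold of 0.05. Standard errors are the size of the log2 fold change divided by the square root of the F statistic. Adjusted p values given without a tool are from edgeR. The same test was applied to the genotypes (2 mice against 2, within all cells and within each class), to the interaction of genotype and class, to each Sene cluster against the other senescent cells of the same mice (sums of at least 5 cells), and to senescent cells with against without a Bcl2 UMI. Tested on simulated data with 200 changed genes, the genotype comparison found 12.4% of changes of log2 1 and 71.4% of changes of log2 2, with 18% of its calls false. The interaction found 3.06% and 24.7%, the Sene clusters from 11.1% to 39.8% and from 64.4% to 97.9%, and the Bcl2 comparison 42.2% and 96.9%. The simulations held no shift in composition.

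Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and with an estimated correlation and fry beside it. Lists needed 3 tested genes. The lists were those of the paper's methods and heatmaps, and lists of processes, pathways and cell type markers written before the counts were seen. Too few genes of the mitochondrial-encoded oxidative phosphorylation, ribosomal protein, necroptosis, pyroptosis, macrophage and neutrophil, T and NK cell, endothelial and neuroendocrine lists passed the filter on low counts for a test. Genes named are those the paper names for the mouse single cells, all members of its cell death, SASP and signature lists, up to 4 members with the largest change of any other list, and in each comparison the 10 largest changes in each direction among called genes of the same direction in every mouse and above the median level. The paper's tables and figures had been seen when this rule was written.

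Cells were clustered with Seurat 5.3.0 (2000 variable genes, anchor integration, 15 components, 20 neighbors). The senescence score was rebuilt as the module score of the 6 signature genes plus the inverted single-sample enrichment (weight 0.25) of 98 cell cycle genes, each scaled from 0 to 1. The upper quartile gave rebuilt classes. Smoothing was a diffusion of 3 steps over nearest neighbors. Correlations are Pearson's r over the cells of each mouse. Shares were given exact binomial intervals at 95% and compared by exact permutation of mice. Ratios per mouse were taken with a prior of 0.5 CPM. A count of 0 was taken to allow up to 3 counts. Scores, sums and tables were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0.

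Alternatives were DESeq2 1.42.0, limma-voom, library sizes without TMM, no filter, no mouse block, replicate number as a block for the genotypes, each mouse left out, every cell thinned to 400 UMIs (278 cells were too shallow and left out), rebuilt classes with and without smoothing, luminal-like clusters alone, cluster as a stratum, another resolution, no integration, a prior of 2 CPM and sums of at least 10 cells. Added later were rebuilt classes from the deposited imputed values, cells outside the basal-like and proximal luminal-like clusters, senescent cells without Sene_0, each mouse's cells without the deepest 5%, sums without the 20 most abundant genes, the published scores, the median of the deposited imputed Bcl2, and the scale with 1 added per 10000 UMIs. Doublets were searched for with Scrublet as run in scanpy 1.11.5.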

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

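The tests in this part were set before their results were seen.

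Among 65 named genes, 5 had a mouse whose log2 ratio of senescent to other cells lay far from those of the other 3 mice. These were Pmaip1 (0.90) and Cdkn2d (−1.09) and Krt8 (−0.47) in Pten replicate 1, Trpm7 (1.27) in Pten replicate 2 and Trp63 (0.71) in Pten; Timp1 replicate 1. Chance gives such a mouse in about 1 in 20 groups of 4.

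The ratio of Cxcl17 was below 0 in both Pten mice (−0.15 and −0.39) and above 0 in both Pten; Timp1 mice (0.53 and 0.20), with a difference of the means of −0.63. The interaction of genotype and class for this gene did not pass the test (adjusted p = 0.524).

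Of 9147 genes, 1 passed the interaction of genotype and class in edgeR. For Tcaf3, on chromosome 6 from 42584866 to 42597692, the change in senescent cells differed between the genotypes by −6.10 (standard error 0.52, adjusted p = 0.0135). Its log2 ratios were 1.45 and 0.10 in the Pten mice and −5.08 and −5.42 in the Pten; Timp1 mice. Its UMIs in other and senescent cells were 203 and 362, 179 and 109, 693 and 16, and 406 and 8.

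The paper does not report genes that differ between the genotypes over all cells. Of 10614 tested, 2 passed in edgeR. Adh6a, on chromosome 3 from 138313286 to 138331134, was higher in Pten; Timp1 mice (log2 fold change 5.56, standard error 0.38, adjusted p = 0.0247), at 0.65 and 1.18 CPM in the Pten mice and 42.9 and 53.5 CPM in the others. Msmb, on chromosome 14 from 32142023 to 32158370, was lower (−4.86, standard error 0.31, adjusted p = 0.0247), at 6152 and 5372 CPM and at 153 and 243 CPM. Without either Pten mouse edgeR called 0 genes, with 755 and 652 genes at an unadjusted p under 0.05, and DESeq2 called 42 with all mice.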

How the results depend on the processing

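Choices were made before the data were examined except these, which were chosen only after results were seen: classes from the deposited imputed values, cells outside the basal-like and proximal luminal-like clusters, senescent cells without Sene_0, leaving out the deepest cells or the 20 most abundant genes, the published scores, the median of the deposited imputed Bcl2, the thinned and 1-added scales of Mcl1 minus Bcl2, and leaving out mice for that difference, the interaction and the Sene clusters. The rule that names the clusters, on which luminal-like clusters alone rests, was also written after the cluster table had been seen.

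The count of genes that differed between senescent and other cells (4190) fell to 2087 of 3254 tested with cells thinned (1067 higher, 1020 lower), 1444 with rebuilt classes without imputation (766 and 678), 2434 with rebuilt classes with smoothing (1278 and 1156) and 422 of 2859 tested with cluster as a stratum (239 and 183). Thinning and the stratum leave fewer genes to test, but the share called also fell with the stratum. The cause was not tested. The stratum fit takes several sums of each mouse as replicates, so its calls do not rest on mice alone. With library sizes alone the count was 4759, with 4048 higher and 711 lower, since the center of all genes moves. Leaving out each mouse gave 2721 to 4166 genes, 1401 to 2058 higher and 1320 to 2108 lower. The lowest of each came without Pten replicate 2. DESeq2 gave 3454, limma-voom 4257 and no filter 4823. Without the 20 most abundant genes the count was 4185, so that setting moved nothing.

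Of 36 lists tested, 20 passed in camera at the preset correlation, 0 with an estimated correlation and 31 in fry, and leaving out each mouse gave 20 to 21. Over the settings, 586 list results kept direction and side of the threshold, 23 passed only in the alternative, 14 only in the main setting and 1 reversed. The G2M phase list had a median of 0.12 with cluster as a stratum (−0.26 without), and the cause was not tested. Low cell cycle scores help to set the senescent class, so this list is not independent of it. With library sizes alone its median was 0.32, and those of the anti-apoptosis (0.65), parthanatos (0.39) and autophagy (0.44) lists were also above 0, below or near the shift of all genes (0.64).

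Mcl1 stayed higher in all settings run, and leaving out each mouse gave 0.94 to 1.06. It did not pass in luminal-like clusters alone, which include the proximal one (0.63, standard error 0.25, adjusted p = 0.059), nor without basal-like and proximal luminal-like clusters (0.52, standard error 0.26, adjusted p = 0.102). The cause was not tested. Bcl2 passed without a mouse block (0.93, no replicate block, adjusted p = 0.0419), without a filter (0.89, adjusted p = 0.0233), with library sizes alone (1.52, adjusted p = 0.0154), with classes from imputed values (1.73, adjusted p = 0.0038) and without the deepest cells (1.55, adjusted p = 0.0032), and leaving out each mouse gave 0.57 to 1.17. The cause was not tested, and its 107 and 80 UMIs in the 2 classes limit it. Mcl1 minus Bcl2 was −1.22 with cells thinned, and −0.31 to 0.40 leaving out each mouse, the highest without Pten replicate 1.

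For single genes, 1059 results kept direction and side, 29 passed only in the alternative and 51 only in the main setting, and 5 reversed. Those were Bax (0.14) and Cdkn2a (4.49) with rebuilt classes without imputation, Apaf1 (−0.15) with rebuilt classes with smoothing, Trpm7 (−0.016) with cluster as a stratum and Gas6 (−1.32, adjusted p = 0.0015) without basal-like and proximal luminal-like clusters. Rebuilt classes are chosen partly on Cdkn2a. For the others the cause was not tested.

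Between genotypes edgeR called 2 genes in all cells, 1 in cells that were not senescent and 0 in senescent cells, where 357 had an unadjusted p under 0.05. With replicate number as a block (replicate block) the counts were 96, 30 and 13, although no source says that the numbers pair the mice, and the correlation of the pairs rests on 2 pairs. DESeq2 called 42, 53 and 22, no filter 125, 484 and 185, and thinning 10, 16 and 0. Leaving out each mouse gave 0 to 6, 5 to 195 and 0 to 1. In cells that were not senescent the counts were 22 without Pten replicate 1, 5 without Pten replicate 2, 195 without Pten; Timp1 replicate 1 and 189 without Pten; Timp1 replicate 2, and in senescent cells 1 without Pten replicate 2. In all cells they were 0, 0, 5 and 6 in that order. There the lone mouse is assumed to vary like the pair. The interaction gave 1 gene, 19 in DESeq2, 120 without a filter and 1 to 3 leaving out each mouse (2, 3 and 2 without Pten replicate 2 and the Pten; Timp1 replicates 1 and 2). The cause was not tested.

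Thinning left 60, 147, 90, 109, 135, 26, 49 and 41 genes in Sene_0 to Sene_7, where 316 to 713 could be tested. Leaving out each mouse gave 100 to 376, 1564 to 2159, 393 to 716, 684 to 1139, 85 to 437, 171 to 402, 215 to 515 and 406 to 501. Counts moved by over 1.5 times in Sene_0 without Pten replicate 1 (100), Pten; Timp1 replicate 1 (320) or replicate 2 (112), in Sene_2 without the same mice (475, 393 and 443), in Sene_4 without Pten replicate 2 (85) or Pten; Timp1 replicate 2 (145), in Sene_5 without Pten replicate 2 (171) or Pten; Timp1 replicate 1 (290), and in Sene_6 without Pten; Timp1 replicate 2 (215). Sums of at least 10 cells gave 437, 350 and 744 in Sene_4 to Sene_6 and no value in Sene_7.

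Between senescent cells with and without a Bcl2 UMI, 29 genes differed, 5 without a mouse block (no replicate block), 4 of 324 tested with cells thinned, 666 at the median of smoothed Bcl2 and 137 at that of the deposited imputed Bcl2. Leaving out each mouse gave 14 to 42, with 16 without Pten replicate 1 and 14 without Pten replicate 2. Mcl1 in this comparison gave 0.45 to 0.80. The correlation of Mcl1 with the rebuilt score was 0.19. With cells thinned and the score rebuilt on them it was 0.019, where no gene exceeded 0.053. It was 0.54 with smoothed values and 0.50 with deposited imputed values, and against the published scores 0.33 and 0.70. Leaving out each mouse gave 0.17 to 0.20. The cause was not tested.

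Scrublet called 0 doublets, so the setting without them was void. In the edgeR comparison of the classes, Bcl2 was filtered out with cells thinned, with cluster as a stratum and without basal-like and proximal luminal-like clusters. It had no edgeR value there. DESeq2 was not run for lists. At a median of 1287.5 UMIs per cell, genes at the level of Il6 or Il1a cannot be compared, and a missing UMI does not show a missing transcript.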

Differences from the paper's values

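The alternatives below were set before the data were examined, except where marked. Luminal-like clusters alone was set then too, but the rule that names those clusters was written after the cluster table had been seen. The paper tested cells as replicates by a Wilcoxon test, and here mice are the replicates. The paper's fold changes are on a scale with 1 added per 10000 UMIs before the log2, and values here are given on that scale, with the SD of 4 mice. For Bcl2, Egr1 and Rela the main value pools the cells of all mice and is not the mean of the mice. The SD beside it is that of the values of the single mice. Fold changes are said to differ where they lie further apart than that SD, and counts where one is more than 1.5 times the other. The 1996 fold changes of the paper that were compared were all reached within 0.0001 from the deposited imputed values, a setting chosen after seeing the values. They are a part of the paper's fold changes, 1990 higher and 6 lower in senescent cells, so lower genes were hardly compared. Of the 1996 genes, 1991 had larger fold changes in the counts. Of 1989 tested, 1531 passed in the same direction in edgeR and 0 in the other, so that those left over are dropped.

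For Bcl2 the paper's value is 0.139 and the value here 0.38 ± 0.068. Rebuilt classes without imputation (0.08) did not differ from the paper's, while cells thinned (0.54), each mouse left out (0.37 to 0.41), rebuilt classes with smoothing (0.21) and luminal-like clusters alone (0.27) did.

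For Egr1 the paper's value is 2.44 and the value here 2.96 ± 0.31. Rebuilt classes with smoothing (2.22) and luminal-like clusters alone (2.65) did not differ from it, while cells thinned (3.01), each mouse left out (2.83 to 3.16) and rebuilt classes without imputation (1.16) did.

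For Rela the paper's value is 0.369 and the value here 0.91 ± 0.042. These settings all differed from it, with cells thinned at 0.90, rebuilt classes without imputation at 0.25, rebuilt classes with smoothing at 0.64, luminal-like clusters alone at 0.84 and each mouse left out at 0.89 to 0.92. Of those chosen after seeing the values, classes rebuilt from the deposited imputed values (0.81) differed and the deposited imputed values themselves (0.369) did not.

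For Tnf in Sene_1 the paper's value is 0.545 and the value here 1.64 ± 0.14, with cells thinned at 1.69, which also differed.

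The paper's number of genes with r above 0.4 is 12 and the number here 0. Smoothed values (6) and cells thinned (0) also differed. The deposited imputed values gave 12 over all cells. The published scores on imputed values gave 18 over the 1998 cells at hand, where senescent cells are over-represented. Both were chosen after seeing the values. The first drops 3 of the paper's 12 genes and the second none.

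The paper's number of genes higher in senescent cells is 3757, and the number here 2157. The paper required an adjusted p under 0.05 and expression in at least 30% of cells, and no such share was required here. Library sizes alone (4048) lay within 1.5 times of it. The other settings did not, with no replicate block at 2156, DESeq2 at 1657, limma-voom at 2175, no filter at 2476, each mouse left out at 1401 to 2058, cells thinned at 1067, rebuilt classes at 766 and 1278, luminal-like clusters alone at 1827 and cluster as a stratum at 239.

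In other results the order or direction differed, though on unlike scales. The fold changes below are from edgeR on counts and not on the scale with 1 added, which shrinks genes at a low level. The order of the NF-kB genes on the paper's scale is not given here. The paper names Rela as the most upregulated NF-kB gene, and here Nfkbiz, Rel and Nfkbia had larger changes than Rela (3.40, 2.23 and 1.72 against 1.34). The paper names Cxcl15 among the SASP genes that rose, and here it had 0.13, whereas 9 of 12 tested SASP genes were higher. The paper names autophagy signatures among those that rose. Here a separate autophagy list, tested gene by gene in the sums, had 3 of 25 genes higher and 7 lower. Its median was −0.15 with TMM and 0.44 with library sizes alone, where the median of all genes was 0.64. The gene sets and measures are unlike, so the 2 results are not directly comparable. The paper states that genes against apoptosis rose, shown by a score per cell and a heatmap. Here, tested gene by gene, 2 of 9 were higher, Mcl1 and Ptpn13, and 1 lower. The median was 0.06 with TMM and 0.65 with library sizes alone, and these measures are unlike the score. The paper gives Mcl1 as the gene most correlated with the scores. Here it ranked 1 on unimputed values. On imputed values it ranked 10 with the rebuilt scores, and 6 with the published scores over the 1998 cells at hand.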

Other observations

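The settings with cells thinned, library sizes alone and cluster as a stratum, and the genotype and list tests, were planned. Their use as tests of an explanation, the heat shock test and the splits were chosen only after the results were seen, and transcript length before.

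The paper does not report these lists in senescent cells in this form. Counts are over all genes, then adjusted over the list alone. Heat shock genes had 5 of 15 higher and 1 lower (5 and 1 when adjusted over the list alone) with a median of 0.47, p53 targets 9 of 20 higher and 3 lower (10 and 3) with 0.52, interferon and JAK-STAT targets 6 of 19 higher and 5 lower (6 and 5) with 0.23, and MAPK feedback genes 10 of 11 higher and none lower (10) with 1.44 (camera, adjusted p = 2.9e-05). Hypoxia targets had 6 of 14 higher and 4 lower (6 and 6) with 0.20, and S phase genes 6 of 27 higher and 4 lower (6 and 4), where the median was 0.03 but the mean −0.03 and the test pointed down. G2M phase genes had 3 of 23 higher and 10 lower (3 and 10) with −0.26 (adjusted p = 0.046). The senescent class is set partly by low cell cycle scores, so the S and G2M phase lists are no independent finding. Seminal vesicle markers had 5 of 6 lower (5) with −0.94 (adjusted p = 0.0041), leukocyte markers 1 of 3 lower (2) with −1.07 and fibroblast and smooth muscle markers 3 of 4 higher (3) with 2.30 (adjusted p = 0.072). Splicing factors had a median of 1.02 (adjusted p = 1.5e-06).

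Between genotypes, camera at the preset correlation passed 4 lists over all cells, with medians of −0.36 for oxidative phosphorylation, 0.24 for locomotion genes, −0.30 for ferroptosis and −0.40 for the G2M phase, and none passed with an estimated correlation. Within senescent cells oxidative phosphorylation passed in the other direction (0.18, adjusted p = 0.0016). Interferon and JAK-STAT targets (0.67), proximal luminal markers (0.79) and seminal vesicle markers (−1.99) passed as well, and no list did with an estimated correlation. For the seminal vesicle markers Svs5 and Pate4, Pten replicate 2 stood apart. Its senescent cells had 1455 and 416 UMIs of them, against 138 and 30 in Pten replicate 1. The Pten; Timp1 mice had 522 and 92 in replicate 1, and 312 and 128 in replicate 2. For Svs5 this was not limited to senescent cells. The other cells of Pten replicate 2 had 4238 Svs5 UMIs, against 251 in Pten replicate 1 and 1214 and 1197 in the Pten; Timp1 mice. An Svs5 UMI was seen in 100% of the senescent and 97.1% of the other cells of Pten replicate 2. Within the cells that were not senescent 9 lists passed, and oxidative phosphorylation had a median of −0.41. The difference between the classes was not tested for lists. The change of Mcl1 in senescent cells had an interaction with genotype of −0.00 (standard error 0.32).

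Other splits of the 8 sums were tried for the count of genes that differed between senescent and other cells. The mice pair the sums, and 8 splits part the sums of all 4 mice, too few for a share under 0.05. The real one gave 4190 genes and the highest other 0 in edgeR, 1 of 8. The classes were set from the expression of these cells.

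Mcl1 was higher in senescent cells, which were deeper than the others. With every cell thinned to one depth its log2 fold change was 1.28, against unequal depth of the summed cells as the cause. The classes stayed those set at full depth, so depth acting through the class was not tested. With the score also rebuilt on thinned cells, the mean r of Mcl1 with the score was 0.019, but no cell death gene exceeded 0.053 there. With cluster as a stratum the log2 fold change of Mcl1 was 0.77 (standard error 0.14). That fit takes several sums of each mouse as replicates, so its error is not one over mice. The size goes against the mix of the rebuilt clusters as the whole cause, but no error over mice is at hand for it. As the call ended within luminal-like clusters (0.63 from 1.01), part of the change may come from the mix of cell types. No biological explanation beyond the senescent class itself was tested.

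Immediate early and AP-1 genes were higher. The median of the immediate early genes was 2.75 with cells thinned, with the classes kept as set at full depth. It was 1.77 with cluster as a stratum, where several sums of a mouse count as replicates. These medians go against unequal depth of the summed cells and the mix of the rebuilt clusters as the whole cause. Digestion of tissue raises such genes, and heat shock genes, often raised with them, had a median of 0.47 (95% bootstrap interval −0.25 to 1.34). Digestion and senescence cannot be told apart for these genes, since there is no undigested sample and cells could respond to digestion unequally.

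Oxidative phosphorylation genes were lower, with a median of −1.34 (95% bootstrap interval −1.39 to −1.20). Their transcripts are short, and 1959 genes of matched length had a median of −0.61 (−0.66 to −0.56). Length was counted over all annotated exons of a gene. The matched genes lay between the list's lower and upper quartiles of length (1029 and 2814 bases), so its shortest genes had no match. Over all tested genes, length and log2 fold change had a Spearman r of 0.49. In 10000 random lists of the matched genes the lowest median was −0.91. This goes against length as the whole cause within that range of length, although it may account for part. With library sizes alone in place of TMM the median was −0.75 (−0.79 to −0.61) with 70 of 76 genes below 0, against TMM's correction for a few abundant genes as the whole cause. With cluster as a stratum it was −0.31 (−0.34 to −0.27) with 72 of 74 genes below 0 and 25 lower, against the mix of the rebuilt clusters as the whole cause. The stratum also changed the sums, took several of each mouse as replicates and left 2859 genes to test. The clusters follow the class, so how much of the change the mix of cell types brings stays open.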
